# Intrinsic and extrinsic cues time somite progenitor contribution to the vertebrate primary body axis

**DOI:** 10.7554/eLife.90499

**Published:** 2024-01-09

**Authors:** Lara Busby, Guillermo Serrano Nájera, Benjamin John Steventon

**Keywords:** Hox, gastrulation, primitive streak, somitogenesis, timing, Chicken

## Abstract

During embryonic development, the timing of events at the cellular level must be coordinated across multiple length scales to ensure the formation of a well-proportioned body plan. This is clear during somitogenesis, where progenitors must be allocated to the axis over time whilst maintaining a progenitor population for continued elaboration of the body plan. However, the relative importance of intrinsic and extrinsic signals in timing progenitor addition at the single-cell level is not yet understood. Heterochronic grafts from older to younger embryos have suggested a level of intrinsic timing whereby later staged cells contribute to more posterior portions of the axis. To determine the precise step at which cells are delayed, we performed single-cell transcriptomic analysis on heterochronic grafts of somite progenitors in the chicken embryo. This revealed a previously undescribed cell state within which heterochronic grafted cells are stalled. The delayed exit of older cells from this state correlates with expression of posterior *Hox* genes. Using grafting and explant culture, we find that both *Hox* gene expression and the migratory capabilities of progenitor populations are intrinsically regulated at the population level. However, by grafting varied sizes of tissue, we find that small heterochronic grafts disperse more readily and contribute to more anterior portions of the body axis while still maintaining *Hox* gene expression. This enhanced dispersion is not replicated in explant culture, suggesting that it is a consequence of interaction between host and donor tissue and thus extrinsic to the donor tissue. Therefore, we demonstrate that the timing of cell dispersion and resulting axis contribution is impacted by a combination of both intrinsic and extrinsic cues.

## Introduction

Timing is a fundamental concept in developmental biology: development is inherently dynamic and occurs with reproducible timing for the embryos of a given species (Busby and Steventon, 2021; Duboule, 2022; Ebisuya and Briscoe, 2018; Raff, 2006; Rayon, 2023). Developmental tempo refers to the cell-intrinsic features that produce species-specific developmental speeds, including rates of transcription, translation, and protein turnover (Matsuda et al., 2020; Rayon et al., 2020). In the context of an embryo, cells which have intrinsic features must regulate their dynamics in accordance with their surroundings to produce emergent properties in a manner that is not well understood. Therefore, the relative balance of intrinsic and extrinsic cues in timing events in development is an important question that has been investigated in contexts including limb development and the vertebrate tailbud (Chinnaiya et al., 2014; Fulton et al., 2022; Pickering et al., 2018; Saiz-Lopez et al., 2015; Saiz-Lopez et al., 2017; Perez et al., 2023; Stainton and Towers, 2022).

The vertebrate primary body axis comprises a set of highly conserved axial and paraxial components, namely the midline notochord, dorsal neural tube, and pairs of somites on either side of the midline. These structures are produced in a defined anterior to posterior sequence by the controlled allocation of axial progenitor cells to the body axis over time. In the avian embryo, this occurs through the passage of cells through the blastopore-analogous structures of the primitive streak (PS) and node, which will go on to form a structure termed the tailbud, found at the caudal extremity of the embryo (Brown and Storey, 2000; Catala et al., 1996; Gray and Dale, 2010; Iimura et al., 2007; McGrew et al., 2008; Schoenwolf, 1977; Selleck and Stern, 1991; Yang et al., 2002). Thus, a population of progenitor cells is maintained within the embryo throughout the period of axis elongation. Crucially, the contribution of cells from progenitor populations to the axis occurs in a gradual manner, with cells streaming through the PS or later from the tailbud over a period of several days (Hambuger and Hamilton, 1951). The mechanisms which underlie this gradual streaming behaviour are unknown, though a role for *Hox* genes in timing axis contribution of progenitor cells has been proposed (Deschamps and Duboule, 2017; Iimura and Pourquié, 2006). During development of the vertebrate posterior body, axial progenitor cells express *Hox* genes in a differential manner over time – a phenomenon termed temporal collinearity (‘the Hox Clock’) (Deschamps and Duboule, 2017; Izpisúa-Belmonte et al., 1991). Specifically, as development progresses, axial progenitor populations express progressively more 5′ *Hox* gene complements. Previous work has implicated *Hox* genes in the control of cell behaviour during posterior body development: the overexpression of various 5′ *Hox* genes in axial progenitor cells of the avian PS is sufficient to delay their contribution to the body axis (Iimura and Pourquié, 2006). More 5′ *Hox* genes delay the timing of cell contribution to a greater extent than more 3′ *Hox* genes (Iimura and Pourquié, 2006).

Importantly, the relative role of cell-intrinsic and -extrinsic cues in timing the decision of individual cells to enter the body axis is unknown. The delayed contribution of heterochronic grafts of tissue from older to younger embryos relative to stage-matched grafts (Iimura and Pourquié, 2006; Tam and Tan, 1992) suggests a degree of intrinsic control over axis contribution timing, but the extent to which this is true remains to be understood. In this article, we exploit the rich toolkit provided by experimental embryology (Busby et al., 2022) in conjunction with next-generation sequencing methods and multiplexed staining to investigate the extent to which axial progenitor gene expression and behaviour are intrinsically or extrinsically regulated.

A progenitor population that produces the medial portion of somites has been described in the avian embryo, residing at the 90% region of the PS (Iimura et al., 2007; Psychoyos and Stern, 1996). We chose to focus on this cell population, herein termed the medial somite progenitor (MSP) population, as a model for understanding the timing of cell contribution to the body axis. In particular, we focus our analyses on HH4 (definitive PS stage) and HH8 (4 somite-stage) embryo for several reasons. Whilst the somite progenitor population is continuous across these stages, it is known that the first 4–5 somites of the avian axis are distinct from more posterior ones – they are formed simultaneously (Dias et al., 2014), lack the rostro-caudal sub-patterning present in more posterior somites (Rodrigues et al., 2006), are not invaded by neural crest cells which give rise to ganglia (Lim et al., 1987), and do not give rise to segmented structures but instead to the occipital and sphenoid bones of the skull (Couly et al., 1993; Huang et al., 2000). Cells of the HH4 MSP region give rise to the occipital somites (Psychoyos and Stern, 1996), whereas at HH8 these somites have formed already (Hambuger and Hamilton, 1951), and so the progenitor region exclusively produces trunk and tail somites. It is therefore interesting to consider possible differences between the dynamics and behaviour of the progenitor region between HH8 and HH4, and whether these are maintained irrespective of the environment that the tissue is placed in. In normal development, the context in which the HH4 and HH8 MSP regions allocate cells to the axis is very different – at HH4 (primary gastrulation) the mesendoderm represents an unbounded compartment that cells move into after ingression through the PS, whereas at HH8 a clear pre-somitic mesoderm is formed and cells are allocated to this bounded compartment. Despite the substantial differences between occipital and trunk somite formation, it remains unknown whether these modes of somitogenesis result from changing environmental inputs or changes to the progenitor population itself over time.

We find that heterochronic grafts of somitic progenitors from HH8 to HH4 are delayed relative to stage-matched grafts at a previously undescribed step that we term ‘dispersion’, occurring after cells pass through the PS and enabling substantial mixing between donor and host tissue in the mesendodermal compartment. By culturing MSP tissue ex vivo on fibronectin, we find that the delayed migration is an intrinsic property of HH8 tissue and can account for the delay in axis contribution of heterochronic grafts. Surveying *Hox* gene expression in the MSP region at HH4 and HH8 reveals key differences in gene expression, which are maintained in grafted HH8 tissue in the HH4 environment, suggesting that *Hox* gene expression is also an intrinsic property of the tissue. Together, this work demonstrates that a balance of tissue-intrinsic and -extrinsic timers controls *Hox* gene expression and cell dispersion during progenitor addition to the body axis.

## Results

### Delayed contribution of heterochronic grafts is characterised by a lack of dispersion of cells from the primitive streak

To ask whether the behaviour of progenitor cells differs before and after the onset of node regression (cessation of primary gastrulation), we compared homochronic HH4 to HH4 grafts with HH8 to HH4 grafts. Homochronic grafts of MSP cells were performed at HH4 (Hambuger and Hamilton, 1951) from a GFP transgenic line (McGrew et al., 2008) to a wild-type embryo (Figure 1A). Over time, the gradual contribution of cells deriving from the MSP population to the body axis can be observed (Figure 1B–G). At each timepoint, a population of MSP cells remains closely associated with the morphological remnant of the node during node regression after HH5 (indicated by the yellow boxes in Figure 1B–G), whilst other cells ingress through the streak and begin to migrate towards their final location in the medial portion of a somite (Figure 1G’ and G’’’). At the final timepoint imaged (24 hr after grafting), GFP-expressing donor cells can still be found in the progenitor region, by which time the embryo has reached tailbud stage (Figure 1G’’).

**Figure 1.**
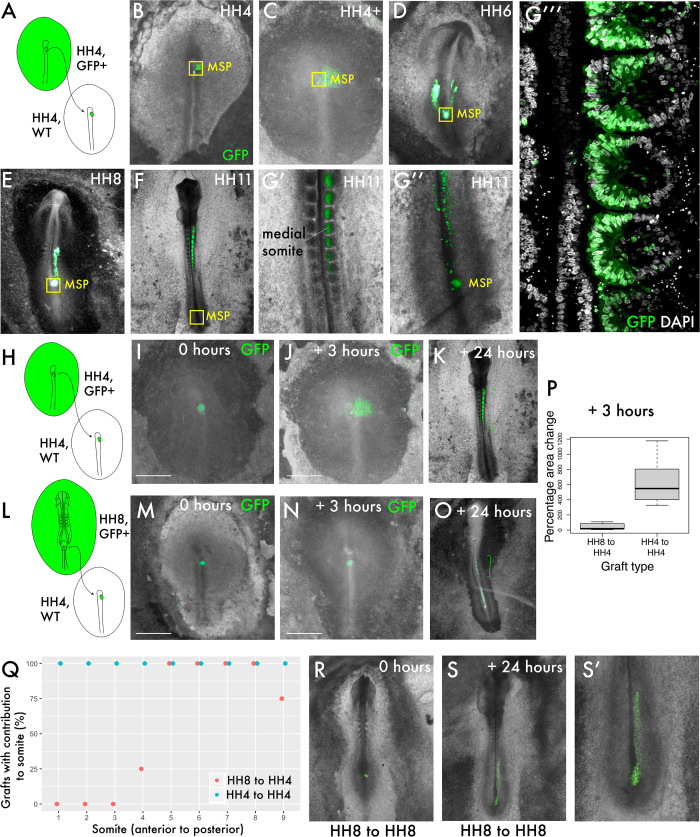
Delayed contribution of heterochronic grafts is characterised by a lack of dispersion of cells from the primitive streak (PS). (**A**) Homochronic grafts of the 90% PS region were performed from GFP-expressing HH4 embryos to wild-type HH4 embryos. (**B–-G’’**) Combined GFP/brightfield images of grafts at various times between 0 and 24 hr after grafting reveal the behaviours of this population during body axis development. As the node regresses posteriorly after HH5, a subpopulation of the medial somite progenitor (MSP) region remains associated closely with the morphological remnant of the node (yellow box ‘MSP’), whilst other cells clearly part from this population and move towards the anterior of the embryo, where the somites will form. At 24 hr post-graft, embryos are approximately HH10-11 and GFP cells are clearly located in the medial portion of the somites (**G’**), close to the midline. At this timepoint, a population of GFP+ cells remain at the posterior progenitor region of the embryo (the tailbud) (**G’’**). (**G’’’**) is a single-slice confocal image of the graft in (**G’, G’’**) stained with DAPI showing the precise localisation of grafted cells (GFP) in the medial portion of the somite. (**H**) and (**L**) are schematic representations of the two graft types, showing homochronic HH4-HH4 and heterochronic HH8-HH4 grafts, respectively. (**I**) and (**M**) show overlaid GFP/brightfield images of homochronic (HH4-HH4) and heterochronic (HH8-HH4) grafts at 0 hr after grafting. (**J**) and (**N**) show the same grafts at 3 hr, when the homochronic graft has spread substantially from the initial graft site but the heterochronic graft appears very similar to the 0 hr image. (**K**) and (**O**) are combined GFP/brightfield images of homochronic and heterochronic grafts, respectively, at 24 hr after grafting. The green brackets in (**O**) and (**P**) indicate the somite contribution of the two grafts. (**P**) Quantification of the change in area of GFP-positive grafted tissue in homochronic and heterochronic grafts at 3 hr vs. 0 hr post-graft, represented as a boxplot. N = 6 for homochronic grafts and n = 5 for heterochronic grafts. (**Q**) is a scatterplot showing the somite contribution of HH4-HH4 and HH8-HH4 grafts, with the percentage of grafts that have cells in each somite plotted against somite number. The different colours of datapoint represent the type of graft (homochronic or heterochronic). N = 8 for homochronic grafts and n = 4 for heterochronic grafts. (**R–S**) Combined GFP/brightfield images of HH8-to-HH8 grafts at 0 and 24 hr after grafting, respectively. Scale bars in (**I**), (**J**), (**M**), and (**N**) represent 1 mm.

**Figure 1—figure supplement 1.**
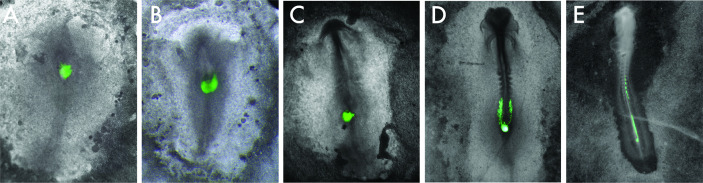
HH8 to HH4 graft time series. Representative composite brightfield/GFP images of HH8 to HH4 grafts at (**A**) 0 hr, (**B**) 3 hr, (**C**) 6 hr, (**D**) 12 hr, and (**E**) 24 hr. Please note that different embryos are shown in each image.

We then performed grafts of the MSP region from HH8 embryos into the HH4 embryo (Figure 1L, extended data in Figure 1—figure supplement 1). Within 3 hr, GFP donor cells in homochronic grafts have spread appreciably from the graft site (Figure 1I vs. J), whereas the location of GFP donor cells in heterochronic grafts does not differ substantially from immediately post-grafting (compare Figure 1M with Figure 1N). The change in area occupied by the graft (between 0 and 3 hr post-grafting) was quantified and found to be statistically significant between the two graft types (Figure 1P). Importantly, this delay in dispersion correlates with a difference in anteroposterior somite contribution: whilst homochronic grafts invariably have their most anterior axis contribution in somite 1, heterochronic grafts typically have their most anterior contribution in somite 4 or 5 (Figure 1K vs. O, quantification in Figure 1Q).

To determine whether the lack of cell dispersion in heterochronic grafts is reminiscent of HH8 cell behaviour in the HH8 environment, we performed stage-matched HH8 to HH8 grafts and allowed them to grow for 24 hr (Figure 1R–S). Importantly, stage-matched HH8 to HH8 grafts mix with surrounding host tissue (Figure 1S’), suggesting that the limited dispersion of heterochronic grafts is associated with the combination of HH8 tissue with the HH4 environment. At 24 hr after grafting, HH8 to HH8 stage-matched grafts are primarily found in the presomitic mesoderm (PSM), meaning that they contribute to somites posterior to somite 10 (Figure 1S). Therefore, while heterochronic grafts (HH8 to HH4) are delayed relative to HH4-to-HH4 grafts in their axis contribution, these cells nonetheless contribute to a more anterior portion of the axis than they would in their normal developmental context.

These results show that HH8 progenitor cells exhibit substantially different behaviour in the HH4 environment relative to stage-matched grafts as early as 3 hr after grafting. We therefore focused on the initial ingression and spreading of cells from the PS to elucidate which cell state transitions are key for the timing of somite progenitor addition.

### Single-cell analysis reveals a previously undescribed cell state within which heterochronic grafted cells are stalled

To investigate the cell states occupied by homochronic and heterochronic MSP grafts, we turned to single-cell RNA-sequencing (Figure 2). 

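Single-cell RNA-sequencing data (10x Genomics 3′ libraries) were analysed for 4 conditions, in which HH4 or HH8 donor tissue expressing eGFP was grafted into HH4 hosts and collected at 0 hr or 3 hr. The paper pooled 10 grafts per condition. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with CellRanger and deposited these counts without normalisation, for 6940 genes named by symbol. HH4-HH4 3 hr listed 6939 genes and lacked SNAI2. Each condition gave 1 library. HH4-HH4 0 hr was deposited as 2 replicates, but these shared 2755 barcodes, and the log2 UMIs of the shared barcodes correlated with r = 0.984 across barcodes, so they were treated as 1 library, although the series description gives the second as a separate collection. Replicate 1 (3098 barcodes) listed genes by identifiers without names and held 0 UMIs of GFP, so all values for HH4-HH4 0 hr come from replicate 2. HH4-HH4 0 hr held 2757 barcodes with a median of 14230 UMIs, HH8-HH4 0 hr held 4038 barcodes with a median of 8896 UMIs, and HH4-HH4 3 hr held 301 barcodes with a median of 38081 UMIs. HH8-HH4 3 hr held 943 barcodes with a median of 981 UMIs, of which 476 (50.5%) had under 1000 UMIs. In the other 3 conditions, 1.05%, 0.718% and 5.65% of barcodes were under 1000 UMIs, in HH4-HH4 0 hr, HH8-HH4 0 hr and HH4-HH4 3 hr. Cells with at least 200 genes were kept, which removed no barcode from these libraries. No mitochondrially encoded gene was among the features, so no filter on mitochondrial transcripts was possible. Scrublet called 98 of 8039 barcodes doublets, and these were kept. Only 0.109% of barcodes in HH4-HH4 0 hr and 0.424% in HH8-HH4 3 hr were called. With 1 library per condition and cells that are not replicates, no test between conditions was made. Levels are UMIs of a gene, summed over a group of cells and scaled to a total of 1000000 (CPM). Shares are given with exact (Clopper-Pearson) 95% binomial intervals and levels with exact Poisson intervals, both of which cover counting error only.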

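A cell with at least 1 eGFP UMI was taken as a donor cell and any other cell as a host cell. By this rule, 943 of 2757 cells (34.2%, 32.4 to 36.0) were donor cells in HH4-HH4 0 hr, 96 of 301 (31.9%, 26.7 to 37.5) in HH4-HH4 3 hr, 2255 of 4038 (55.8%, 54.3 to 57.4) in HH8-HH4 0 hr and 293 of 943 (31.1%, 28.1 to 34.1) in HH8-HH4 3 hr. After thinning each cell to 1000 UMIs, which left out 476 cells of HH8-HH4 3 hr and at most 29 of any other library, the shares were 20.6%, 19.4%, 35.7% and 20.8% in the same order. Thinning to 500 UMIs gave 14.6%, 13.0%, 22.7% and 17.0%, and moved the share most in the first 3 libraries. The share in HH8-HH4 3 hr moved further when more eGFP UMIs were required, to 16.1% with at least 2 and 12.8% with at least 3. Donor cells of HH8-HH4 3 hr had a median of 2 eGFP UMIs, against 9 in HH8-HH4 0 hr. Of the 1930 cells of HH8-HH4 0 hr in clusters of host cells, 12.4% had an eGFP UMI (median depth 9312 UMIs), with 1 UMI in 149 cells and at least 3 in 75, so that this share is not a measure of free RNA alone. It compares with 99.4% of the 1984 cells in the clusters that hold HH8 tissue (median depth 8688 UMIs).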

Grafted tissue was dissected, pooled, and dissociated, with each sample comprising a mixture of GFP+ donor cells and GFP- host cells (Figure 2A). Cells from all three samples were integrated to a single dataset and clustered, yielding 14 distinct clusters (Figure 2B). 

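Clustering of the 7738 cells of HH4-HH4 0 hr, HH8-HH4 0 hr and HH8-HH4 3 hr in Seurat (2000 variable features, integration with CCA anchors, 30 principal components, resolution 0.8) gave 14 clusters, numbered here from 0 to 13 independently of the numbers in Figure 2B. The paper's text does not name its cell filter, integration or resolution. eGFP, HOX and CDX genes were left out of the features, so that their levels could be compared between clusters. The number moved most at resolution 0.4, which gave 9 clusters, while resolution 1.2 gave 18. The partition also depended on the random seed, and with either of 2 other seeds there were 15 clusters.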

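Cell types were assigned to the re-derived clusters from marker lists fixed in advance, taken from Supplementary file 1a and Figure 2C and so chosen by the paper on these samples. Clusters 2 and 4 were epiblast-like, clusters 6 and 7 ingressed mesoderm-like, clusters 11 and 13 endoderm-like, cluster 0 node-like and cluster 8 early neural-like. Clusters 1 and 3 were HH8 mesodermal progenitor-like and cluster 9 was HH8 ectoderm-like. Clusters 5, 10 and 12 remained unnamed, since too few markers of any list were raised in them. Cluster 2 also carried high HINTW, a W-linked gene, in 99.4% of its HH4-HH4 0 hr cells with at least 1000 UMIs, cluster 7 in 98.3% and cluster 10 in 97.4%.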

Published expression data (GEISHA – Bell et al., 2004; Darnell et al., 2007) was used to annotate these cluster identities (Figure 2—figure supplement 1, Figure 2B and C), and the expected cell types were present, including epiblast, ingressed mesoderm, endoderm, and Hensen’s node. 

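For each cluster of the paper, the 10 leading genes in Supplementary file 1a were used to find its counterpart among the re-derived clusters, as the cluster with the highest mean log2 ratio in the direction the paper gives. This rule was chosen after the clusters had been seen. Clusters 0, 4 and 7 of the paper matched re-derived clusters 1, 3 and 9, clusters 6 and 8 both matched cluster 5, and cluster 12 matched cluster 12. The matches of clusters 6 and 8 were weak. For cluster 8, 9 of 10 genes were in the direction of the paper but the mean log2 ratio was 0.28. Cluster 6 had 6 of 10 genes in the direction of the paper and a mean log2 ratio of 0.70, and by number of genes it matched cluster 12, where 7 of 10 were in that direction, as also in clusters 10 and 13. Cluster 13 of the paper matched the mesoderm-like cluster 6. The counterparts of clusters 6, 8 and 12 held the shallowest cells of each library. In HH8-HH4 3 hr they held 540 cells with a median of 559 UMIs, of which 528 (97.8%) had under 2000 UMIs, against a median of 20437 UMIs in the 403 cells of the other clusters. Their median was 2936 UMIs in HH4-HH4 0 hr (125 cells) and 2223 UMIs in HH8-HH4 0 hr (124 cells), against 14490 and 8997 UMIs in the other clusters.

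**Figure D1:**
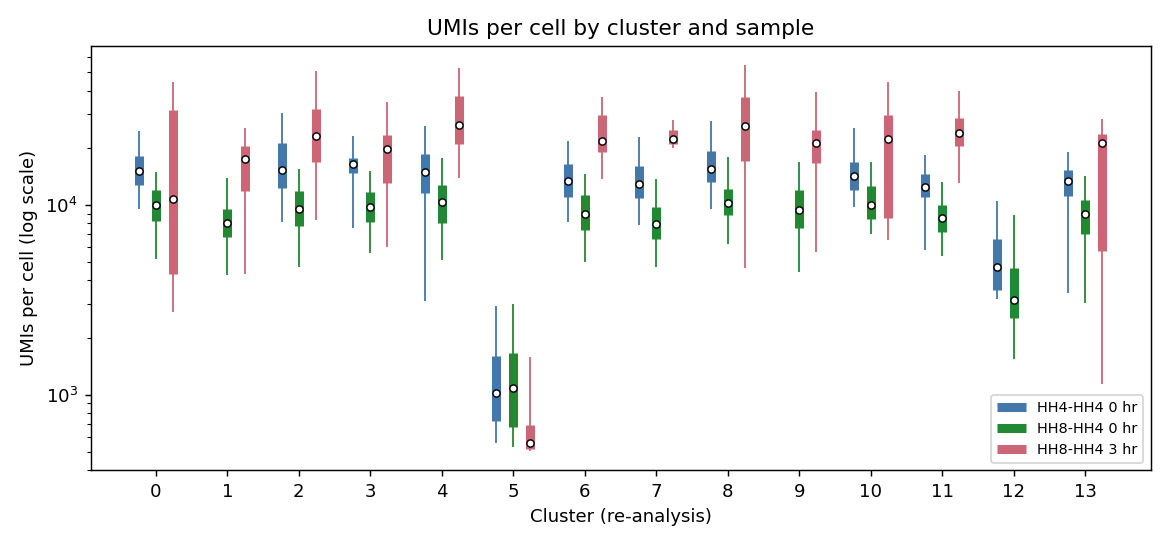
UMIs per cell on a log scale (vertical axis) by re-derived cluster (horizontal axis) in the 3 clustered samples, for clusters with at least 5 cells. Points are medians, thick bars the 25th to 75th percentiles and thin lines the 5th to 95th. In HH8-HH4 3 hr the median of cluster 5 was 559 UMIs.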

Note that there were four clusters in the dataset – 6, 8, 12, and 13 – that are found at the centre of the UMAP plot (Figure 2B). Differential gene expression analysis revealed that while they lacked the expected markers of ingressed mesoderm (as seen for clusters 2 and 5), they do express some markers of PS and early mesoderm (e.g. *Lhx1* and *Tnn2* [cluster 6]; *Lfng*, *Prtg*, *Cdh2,* and *Acvr2b* [cluster 12]; *Fabp5* and *Rac1* [cluster 8]; Supplementary file 1a), suggesting that they represent a transitory state. 

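The 540 cells of HH8-HH4 3 hr in the counterparts of clusters 6, 8 and 12 all lay in re-derived cluster 5, and the counterpart of cluster 12 held 0 cells of this library. LHX1 in HH8-HH4 3 hr was at 45.4 CPM (26.9 to 71.8, from 18 UMIs) in the counterparts of clusters 6, 8 and 12 and at 48.2 in the other clusters. TNNT2 was at 25.2 CPM (12.1 to 46.4, from 10 UMIs) against 6.88. LFNG was at 537 against 322, PRTG at 1244 against 625, CDH2 at 1398 against 802 and ACVR2B at 641 against 307 CPM. In the counterpart of cluster 12, to which the paper ties these 4 genes, they were at 23.3, 75.7, 166 and 40.8 CPM in the 61 cells of HH4-HH4 0 hr, against 314, 390, 829 and 318 in the clusters outside the counterparts of clusters 6, 8 and 12. Cluster 5 of HH4-HH4 0 hr (64 cells) had them at 797, 727, 2016 and 1008. With random seed 1, chosen after the values had been seen, cluster 5 of HH8-HH4 3 hr was split, and the 4 genes were at 1709, 4880, 5548 and 2465 CPM in the 50 cells of the counterpart of cluster 8 and at 238, 314, 336 and 174 in the 490 cells of the counterpart of cluster 6. FABP5 was at 134 against 158 and RAC1 at 136 against 141 CPM in HH8-HH4 3 hr, with overlapping counting intervals. MSGN1, a gene of ingressed mesoderm, was at 358 CPM (302 to 422) in these counterparts and at 335 (323 to 348) in the other clusters of HH8-HH4 3 hr. Some of these genes were among those used to match the clusters, and the counterparts in HH8-HH4 3 hr rest on cells with a median of 559 UMIs. All 10 genes used to match cluster 12 were in the paper's direction in its counterpart. That direction may be a rise or a fall, so low levels there need not contradict the paper's list.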

Splitting the dimensionality plot by sample (Figure 2D–F) shows some differences in the clusters populated in each sample – most notably, the HH4-4 sample lacks clusters 0, 4, and 7 which represent HH8 tissue (expressing posterior marker genes, including *Hoxb8* and *Cdx4*, Figure 2C; Barak et al., 2012; Bell et al., 2004; Darnell et al., 2007; Joshi et al., 2019). 

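The counterparts of clusters 0, 4 and 7 held 22 of 2757 cells (0.798%) of HH4-HH4 0 hr, 1984 of 4038 (49.1%) of HH8-HH4 0 hr and 108 of 943 (11.5%) of HH8-HH4 3 hr. In HH8-HH4 0 hr, HOXB8 was at 1199 CPM (1183 to 1215) in these cells and at 42.8 (39.8 to 45.8) in the clusters outside both groups. CDX4 was at 1130 (1114 to 1145) against 156 (150 to 161). In the 22 cells of HH4-HH4 0 hr, HOXB8 had 0 UMIs, which allows up to 10.5 CPM, whereas CDX4 was at 272 (220 to 332). Neither gene was used to cluster the cells, but both were among the markers used to name the HH8 mesodermal progenitor-like clusters. The counterparts were also matched with genes that the paper chose on these samples, so this contrast is not independent of that choice.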

As the dataset comprises both host and donor cells in each instance, we plotted the expression of *eGFP* in each dataset to ask what the distribution of donor tissue is (*eGFP*+, Figure 2G–I) compared to host cells (eGFP-, Figure 2G’–I’). In HH4-HH4 control grafts, *eGFP*-expressing cells are found across the clusters present in the dataset mixed with *eGFP*-negative wild-type cells, consistent with host and donor tissue being equivalent in this instance (Figure 2G and G’). 

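In HH4-HH4 0 hr, eGFP-positive cells were present in every re-derived cluster with at least 20 cells, and their share ranged from 16.6% (13.2 to 20.4) of the 440 cells of cluster 4 to 93.6% (88.9 to 96.8) of the 172 cells of cluster 7. Of the 73 eGFP-positive cells of cluster 4, 19 had at least 3 eGFP UMIs, against 160 of the 161 of cluster 7. Free eGFP RNA may therefore account for part of the share in cluster 4. Summed over cells and thinned to 3916415 UMIs, donor and host cells correlated with r = 0.994 across 4688 genes, which are not independent replicates. Apart from eGFP itself, the largest rises in donor over host cells were in HINTW (log2 ratio 1.37), LDHA (1.31), ARHGAP15 (1.12) and LOC100857579 (1.05), and the largest falls in ENS-3 (-0.94), LOC769852 (-0.73), HIST1H101 (-0.71), CDX2 (-0.67) and APOA1 (-0.63). Cells with over 500 CPM of HINTW made up 55.4% (52.1 to 58.7) of donor and 19.0% (17.2 to 21.0) of host cells with at least 5000 UMIs. In cluster 7, 98.3% of cells were above that level.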

Note that a reduced sample was also prepared of HH4-HH4 3 hr grafts in which clustering yields intermixed eGFP-positive and -negative cells, suggesting that grafting does not cause substantial changes to the transcriptome (Figure 2—figure supplement 2). 

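The 301 cells of HH4-HH4 3 hr were clustered alone and gave 5 clusters. eGFP-positive cells made up 29.3% (19.7 to 40.4) of the 82 cells of the first, 19.0% (11.0 to 29.4) of the 79 of the second, 35.3% (24.1 to 47.8) of the 68 of the third and 16.3% (6.81 to 30.7) of the 43 of the fourth. In the fifth, 26 of 29 cells (89.7%, 72.7 to 97.8) were eGFP-positive, and 100% of its cells were above 500 CPM of HINTW. The fourth cluster had a median of 1274 UMIs per cell, against medians from 35006 to 53752 in the others.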

In HH8-4 grafts at 0 hr, *eGFP*-expressing cells are primarily concentrated in the left-hand clusters on the UMAP plot, in clusters 0, 4, and 7 (Figure 2H). This shows that HH8 tissue occupies a distinct region in gene expression space initially upon grafting. 

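Of the 2255 eGFP-positive cells of HH8-HH4 0 hr, 1972 (87.5%, 86.0 to 88.8) lay in the counterparts of clusters 0, 4 and 7, against 12 of 1783 eGFP-negative cells (0.673%, 0.348 to 1.17). The setting that moved this share most was 15 principal components, which gave 50.0%, but clusters 0 and 4 then had the same counterpart, so that 2 clusters were covered instead of 3. Outside these counterparts and those of clusters 6, 8 and 12, 239 cells (10.6%) were eGFP-positive. Of these, 75 had at least 3 eGFP UMIs.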

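Across 4713 genes, summed donor and host cells of HH8-HH4 0 hr correlated with r = 0.965. The correlation was 0.951 when 1 CPM instead of 10 was added before taking log2, which lowered it most among the alternatives run on all donor cells. Compared with HH4 donor cells of HH4-HH4 0 hr, which is a comparison of 2 libraries, the largest rises in HH8 donor cells at 0 hr were in HOXA7 (log2 ratio 7.80 with 10 CPM added), HOXB8 (6.75), MSX2 (4.65), CDX4 (4.38) and HOXA4 (4.00). The largest falls were in CHRD (-3.65), HINTW (-3.43), FOXD3 (-3.38), LEFTY1 (-3.27) and ADMP (-3.26).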

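In HH8-HH4 3 hr, 123 of 293 eGFP-positive cells (41.98%, 36.3 to 47.9) lay in the counterparts of clusters 6, 8 and 12, against 44 of 2255 (1.95%, 1.42 to 2.61) in HH8-HH4 0 hr. Among eGFP-negative cells of HH8-HH4 3 hr the share was higher, at 417 of 650 (64.2%, 60.3 to 67.9). These counterparts had a median of 559 UMIs per cell. Among cells with at least 1000 genes, 4.07% of eGFP-positive and 6.11% of eGFP-negative cells of HH8-HH4 3 hr lay in them, and among cells with at least 2000 UMIs, a limit chosen after seeing the data, 5.08% and 6.03%. Where at least 2 eGFP UMIs were required the share was 20.4%, and without integration it was 15.7%. The counterparts of clusters 0, 4 and 7 held 107 eGFP-positive cells of HH8-HH4 3 hr (36.5%, 31.0 to 42.3), or 61.6% with at least 1000 genes and 69.1% with at least 2 eGFP UMIs. Of the 121 cells with at least 3 eGFP UMIs, 104 lay in the counterparts of clusters 0, 4 and 7 and 7 in those of clusters 6, 8 and 12.

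**Figure D2:**
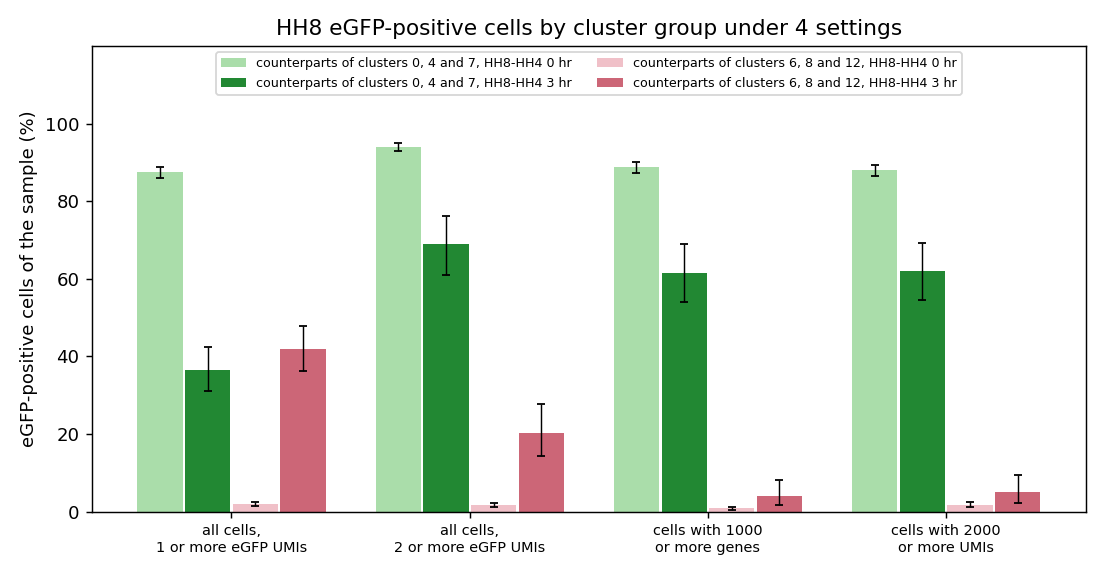
Share of eGFP-positive cells of HH8-HH4 0 hr and 3 hr (percent, vertical axis) in the counterparts of clusters 0, 4 and 7 and of clusters 6, 8 and 12, under 4 settings (horizontal axis). Bars are shares and lines their exact 95% binomial intervals. At 3 hr the share in the counterparts of clusters 6, 8 and 12 was 41.98% over all cells and 4.07% over cells with at least 1000 genes.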

Strikingly, after 3 hr, HH8 *eGFP*-positive cells are enriched in the central clusters 6, 8, and 12 (Figure 2I). 

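In HH4-HH4 0 hr, the counterparts of clusters 6, 8 and 12 held 125 of 2757 cells (4.53%). They held 35 of 943 eGFP-positive cells (3.71%, 2.60 to 5.12) and 90 of 1814 eGFP-negative cells (4.96%, 4.01 to 6.06), with overlapping counting intervals. Of the 125 cells, 53 had under 2000 UMIs, against 6 of the 2632 cells in the other clusters.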

Importantly, surveying the HH4-HH4 homochronic graft dataset shows that this cell state is not unique to the heterochronic graft condition, though there is not a particular enrichment of cells in this state in normal development (Figure 2D and G). Thus, our scRNA-seq experiment reveals an undescribed cell state in mesodermal progenitor contribution to the body axis which HH8 cells accumulate in upon grafting.

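To see how depth acted on the partition, 198 of the deeper cells of HH8-HH4 3 hr were thinned to the depth of the counterparts of clusters 6, 8 and 12 and the cells were clustered again. Of these, 163 (82.3%, 76.3 to 87.4) were placed in the cluster that held most of the shallow barcodes, against 0 of 199 deeper cells left as deposited, which allows a share of up to 1.84%. In the barcodes under 1000 UMIs, 49.5% (39.5 to 59.5) of the 103 eGFP-positive and 38.1% (33.1 to 43.2) of the 373 eGFP-negative barcodes had a HOXA7 or HOXB8 UMI, with median depths of 566 and 544 UMIs. In cells with at least 5000 UMIs thinned to 548 UMIs, the shares were 60.0% (46.5 to 72.4) of 60 and 10.6% (7.24 to 14.7) of 284. Thinning also removes eGFP UMIs and so moves cells into the eGFP-negative class. Unthinned, the shares were 77.8% of 158 and 34.9% of 186 cells. From the shift of eGFP-positive cells between clusters from 0 hr to 3 hr, and from the presence of the same clusters in HH4-HH4 grafts, the paper concludes that HH8 cells accumulate in a cell state of mesodermal progenitors after grafting.

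**Figure D3:**
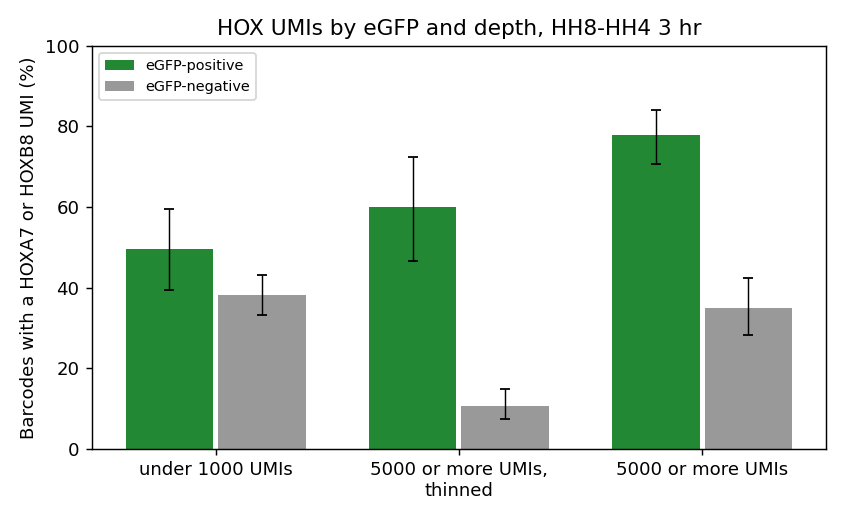
Share of barcodes of HH8-HH4 3 hr with a HOXA7 or HOXB8 UMI (percent, vertical axis), by depth class (horizontal axis) and presence of an eGFP UMI. Bars are shares and lines their exact 95% binomial intervals. The eGFP-negative share was 38.1% under 1000 UMIs and 10.6% in deeper cells thinned to 548 UMIs.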

**Figure 2.**
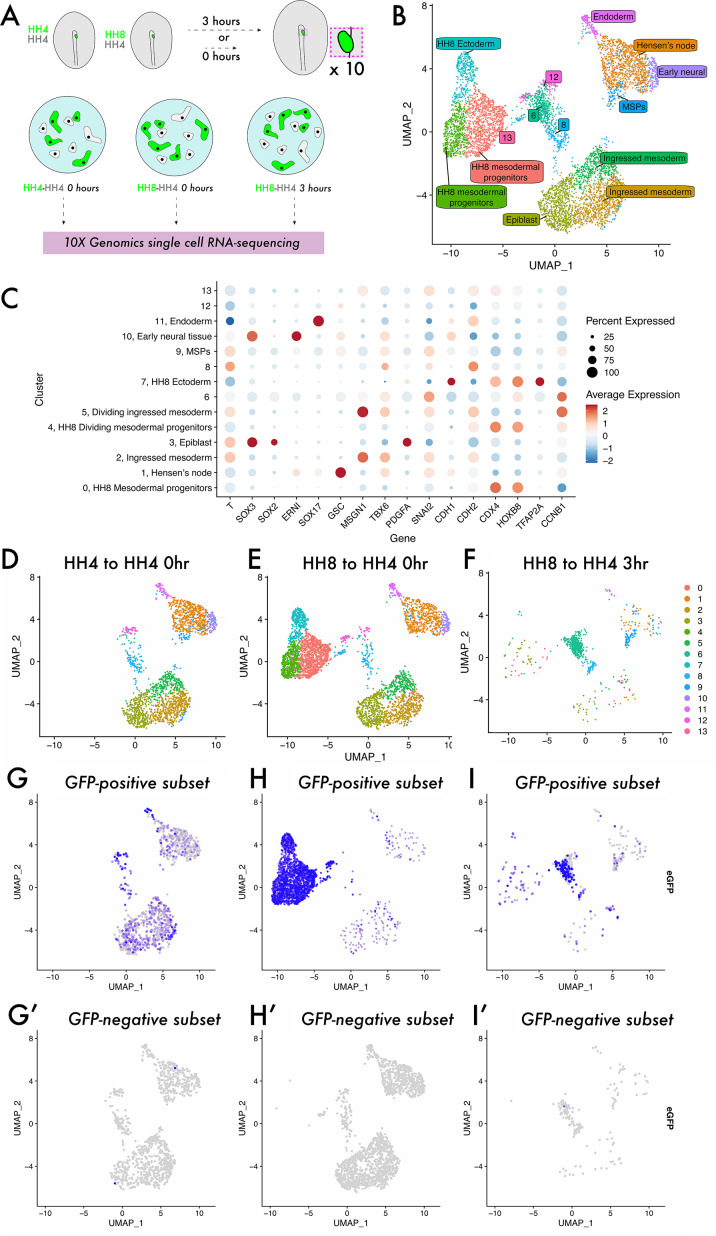
Single-cell analysis reveals a previously undescribed cell state within which heterochronic grafted cells are stalled. (**A**) Schematic representing single-cell RNA-sequencing experimental design. Grafts were performed from a GFP-expressing donor embryo to a wild-type host embryo and the region containing fluorescent tissue was dissected either 0 or 3 hr after grafting. Ten grafts were pooled for each condition and subjected to dissociation and single-cell RNA-sequencing. (**B**) UMAP plot showing cells from all three datasets clustered according to gene expression differences. The colour of each point on the plot represents the cluster to which it has been assigned, and labels denote cluster identities assigned according to the expression of previously described ‘marker’ genes. Note that clusters 6, 8, 12, and 13 were unable to be assigned a specific cell state identity based on described gene expression. (**C**) Dotplot showing the expression of genes in each cluster of the combined dataset. The appearance of each dot is a composite of the percentage of cells in that cluster with positive expression of the gene (size of dot) and the average quantitative level of gene expression (colour of dot) – see key on the far right of the plot. (**D–F**) UMAP plots of each sample, with the colour of each spot (cell) representing the cluster to which it has been assigned. (**G–I**) UMAP plots of each sample, with the colour of each spot (cell) representing the expression level of eGFP; more purple spots represent higher expression values. Cells with expression values >0.001 can be identified as donor cells deriving from the GFP-expressing transgenic embryo and are shown in (**G–I**). Cells with expression values <0.001 are identified as host cells and are shown in (**G’–I’**).

**Figure 2—figure supplement 1.**
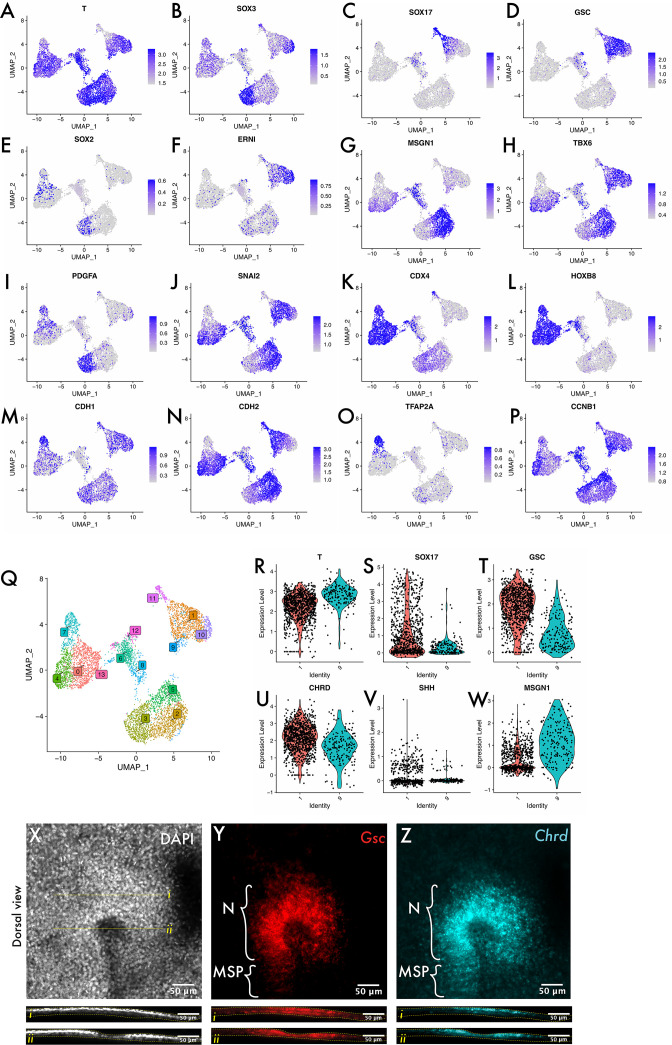
scRNA-seq annotation supporting data. (**A–P**) are full dataset feature plots generated in Seurat, where the colour of each dot (cell) denotes the expression level of a single gene. (**A**) Brachyury (Bra or T) is a pan-mesodermal marker, (**B**) Sox3 is expressed in the epiblast from HH2, (**C**) SRY-Box 17 (Sox17) is an endodermal marker, (**D**) Goosecoid (Gsc) is expressed by Hensen’s node, (**E**) Sox2 is a neural marker expressed in the epiblast around the primitive streak, (**F**) ERNI is another early neural marker expressed in the epiblast and forming neural plate. (**G**), and (**H**) mesogenin-1 (Msgn1) and Tbx6 are paraxial mesoderm markers, with Tbx6 expressed in streak cells, whereas Msgn1 is expressed only upon ingression. (**I**) PDGFA is expressed throughout the epiblast. (**J**) Snail2 (Snai2) is a master regulator of EMT expressed in cells of the primitive streak undergoing EMT. (**K**) Caudal-type homeobox 4 (Cdx4) is a posterior homeobox gene expressed in the posterior portion of the embryo at HH4 (i.e. spatially distinct from the MSP region) and at HH8 (encompassing the MSP region at HH8). (**L**) HoxB8 is expressed in the posterior progenitor region and presomitic mesoderm at HH8 but not expressed at HH4. (**M**) E-cadherin (Cdh1) is expressed by cells of epithelia including the epiblast, whereas (**N**) N-cadherin (Cdh2) is expressed by mesenchymal tissue including ingressing/ingressed mesoderm and endoderm of the primitive streak and mesendoderm. (**O**) Transcription factor AP-2 alpha (TFAP2A) is expressed in the neural plate border (i.e. close to the primitive streak at HH8 but spatially distinct at HH4). (**P**) Cyclin B1 (CCNB1) is a cell cycle regulator that is active in cells in G2/M phase and so its active transcription is indicative of a cell in G2 (i.e. that is actively cycling). Many populations in the dataset comprise both a CCNB1-positive and CCNB1-negative compartment, for example, cluster 5 vs cluster 2. Expression patterns were accessed using GEISHA (Bell et al., 2004; Darnell et al., 2007) and include both data generated as part of the database as well as published papers (Alev et al., 2010; Barak et al., 2012; Dady et al., 2012; review by Fung and Poon, 2005; Joshi et al., 2019; Khudyakov and Bronner-Fraser, 2009). (**Q**) UMAP plot showing all cells across the three datasets with labelled clusters. Note the overlap between clusters 1 and 9 on the top-right corner of the plot. (**R–W**) are violin plots showing the expression of T, Sox17, Goosecoid, Chordin, Sonic Hedgehog (Shh), and mesogenin-1 in clusters 1 and 9. Note cluster 1 contains cells expressing both mesodermal and endodermal markers, whereas cluster 9 contains mesodermal cells only, whilst both have cells with expression of the node markers Gsc, Chrd, and Shh. There is higher expression of these markers in cluster 1 than cluster 9. We infer from these data that cluster 1 represents Hensen’s node whilst cluster 9 represents the medial somite progenitors (MSPs) that form the focus of this study. This is consistent with the published fate map of Hensen’s node where the node contains a mixture of mesodermal and endodermal progenitors at HH3 that are largely depleted by HH4, whereas the more posterior portions of the streak contribute mesoderm only (Psychoyos and Stern, 1996; Selleck and Stern, 1991). Note that expression of ‘node’ markers including Gsc and Chordin extends into the MSP region, as shown in the hybridisation chain reactions (HCRs) in (**X–Z**). The images in (**X–Z**) are maximum intensity confocal Z-projections of a single HH4 embryo stained for Chordin and Goosecoid and imaged at 20×.

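The counterpart of both clusters 5 and 2 of the paper was re-derived cluster 7, so the pair was not separated. CCNB1 was at 509 CPM (481 to 539) in cluster 7 and 531 (512 to 551) in the other ingressed mesoderm-like cluster, cluster 6, in HH4-HH4 0 hr, and at 543 (517 to 570) and 558 (528 to 590) in HH8-HH4 0 hr.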

**Figure 2—figure supplement 2.**
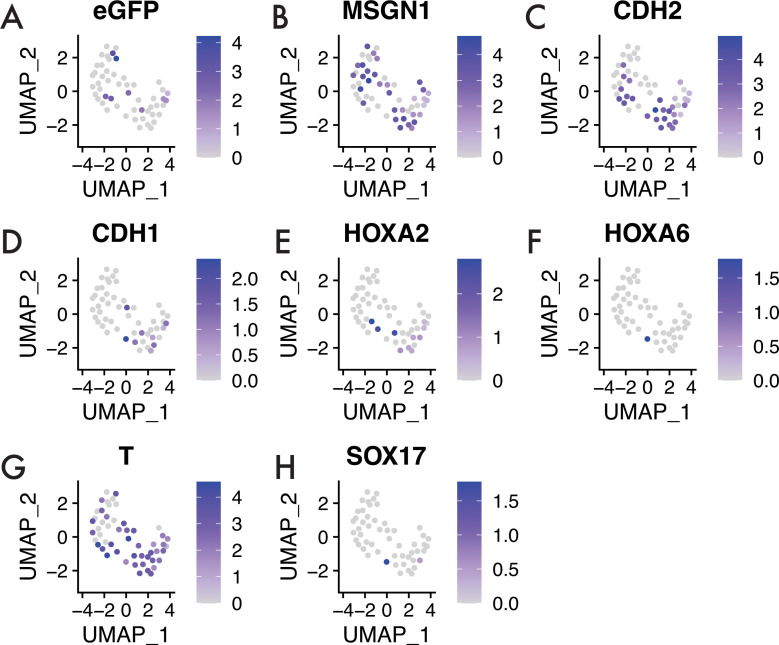
HH4 to HH4 3 hr sample. Feature plots showing expression of key genes in the HH4 to HH4 3 hr sample. (**A**) eGFP expression, (**B**) mesogenin-1 (Msgn1) expression, (**C**) cadherin-2 (Cdh2) expression, (**D**) cadherin-1 (Cdh1) expression, (**E**) Hoxa2 expression, (**F**) Hoxa6 expression, (**G**) Brachyury (T) expression, and (**H**) Sox17 expression. Note the intermixing of GFP-positive and GFP-negative cells in the dataset.

### The transition from ingressed mesoderm to individual dispersed cells is a key step in gastrulation, associated with changes in cell adhesion

To ask what the cell states encompassed by clusters 6, 8, and 12 represent, we revisited our grafts to determine whether heterochronically grafted cells had undergone an epithelial-to-mesenchymal transition (EMT) and ingressed through the PS or whether they remained in the epiblast. Re-slicing Z-stacks of these grafts allowed us to survey the localisation of eGFP-positive cells in the dorsoventral axis (Figure 3A and B). In both homochronic and heterochronic grafts, eGFP-positive cells clearly reside in the lower, ventral mesendodermal cell layer rather than the more dorsal epiblast (Figure 3A and B). 

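SNAI2 in the counterparts of clusters 6, 8 and 12 was at 410 CPM (352 to 476) in HH4-HH4 0 hr, 340 (281 to 408) in HH8-HH4 0 hr and 429 (367 to 498) in HH8-HH4 3 hr. In the other clusters it was at 487 (481 to 494), 380 (374 to 386) and 354 (342 to 367). The log2 ratio of these counterparts to the other clusters was -0.25, -0.16 and 0.28 in the same order, and in the second the counting intervals overlapped. At 0 hr these counterparts pool clusters 5 and 12, and at 3 hr they are cluster 5 alone. By cluster, SNAI2 at 0 hr was at 527.5 (385 to 706) and 498 (354 to 681) in cluster 5 and at 381 (319 to 452) and 292 (230 to 366) in cluster 12, in HH4-HH4 and HH8-HH4. The ratio in HH8-HH4 3 hr changed sign in cells with at least 1000 genes (-0.10), in cells with at least 2000 UMIs (-0.24) and without integration (-0.68). After thinning to 1000 UMIs, 41.5% (29.4 to 54.4) of the 65 remaining cells in these counterparts in HH8-HH4 3 hr and 25.6% (21.4 to 30.2) of the 402 in the other clusters had a SNAI2 UMI. Unthinned, the shares were 23.0% and 82.6%, at median depths of 559 and 20437 UMIs. No cluster was taken in advance to lack SNAI2, so the background of free RNA is not known for this gene.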

When we surveyed the expression of *Snail2 (Snai2*) – considered a master regulator of EMT and required for mesodermal cells to ingress through the PS (Nieto et al., 1994) – we found its expression in cells of clusters 6, 8, and 12 (Figure 3D, compare with Figure 3C). Indeed, we confirmed the expression of the EMT-associated transcripts *Snai2* and *N-Cadherin (Cdh2*) (Dady et al., 2012) in grafted tissue by multiplexed hybridisation chain reaction (HCR) (Figure 3E–F) and found their expression in both homochronic and heterochronic grafts at 3 hr. To further probe the morphology of grafted cell populations, we fixed both homochronic and heterochronic grafts after 20–30 min, as soon as the tissue had integrated into the host embryo. These embryos were stained with phalloidin and immunostained for the basement membrane component laminin (Figure 3G–H). Homochronic grafts show a similar nuclear density to surrounding host tissue (Figure 3G). In addition, the basement membrane within the grafted tissue is incompletely broken down at 30 min (Figure 3G’’) consistent with the grafting of full-thickness streak tissue comprising both epiblast and mesendodermal cells. In contrast, heterochronic grafts at 30 min have an elevated nuclear density compared to surrounding host tissue (Figure 3H) and are delineated by a circumferential ring of F-actin (Figure 3H’’’). These results suggest that HH8 cells can undergo gene expression changes associated with EMT but are delayed in their migration away from the PS, in a step we will refer to as *cell dispersion*. The observed differences in laminin distribution and cell density immediately after grafting suggest that this could be a consequence of differences in tissue organisation of donor cell populations.

**Figure 3.**
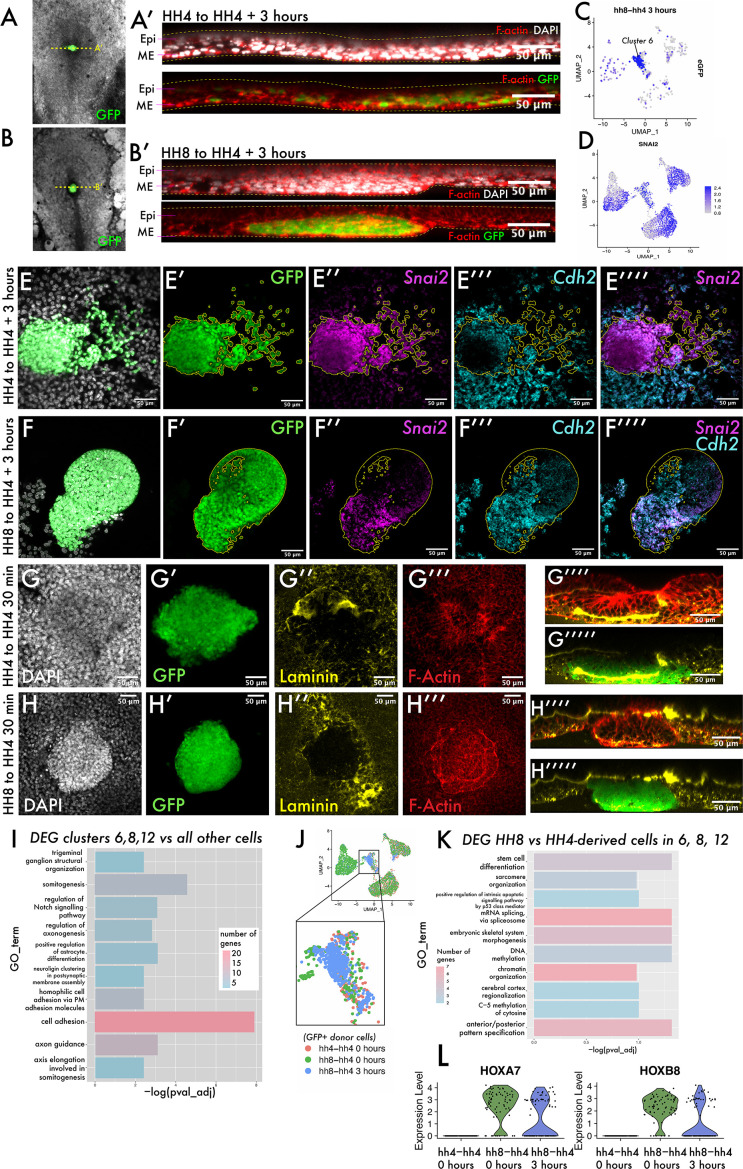
The transition from ingressed mesoderm to individual dispersed cells is an important step in gastrulation, associated with changes in cell adhesion. (**A–B**) Composite GFP/brightfield images of HH4-HH4 and HH8-HH4 grafts at 3 hr. Dotted yellow lines represent the plane of section shown in (**A’**) and (**B’**), respectively. (**A’**) and (**B’**) are summed slice projections (~10 μm) re-sliced Z-stacks of the grafts in (**A**) and (**B**), respectively, fixed and stained with phalloidin (red) and DAPI (white). Images in (**A’**) and (**B’**) are oriented with dorsal at the top and ventral at the bottom. (**C**) UMAP plot for HH8-HH4 sample showing eGFP expression. (**D**) UMAP plot of the full combined dataset showing Snail2 (Snai2) expression. (**E**) and (**F**) Summed slice Z-projections of HH4-HH4 and HH8-HH4 grafts stained by multiplexed hybridisation chain reaction (HCR) for the EMT markers Snai2 and N-cadherin (Cdh2). Yellow outlines in panels (**E**) and (**F**) outline the location of GFP donor-positive tissue. (**G**) and (**H**) Summed slice Z-projections of HH4-HH4 and HH8-HH4 grafts, respectively, at 30 min after grafting stained for DAPI, laminin, and actin. (**I**) Gene Ontology (GO) term analysis of genes differentially expressed in cluster 6 of the dataset represented here as a bar chart where the negative log of the adjusted p-value for each GO term is plotted. The colour of the bar represents the number of genes annotated with that GO term. (**J**) Schematic showing the cells utilised to look for differential expression between HH8 and HH4-derived cells in the central populations (clusters 6, 8, and 12). (**K**) Bar chart showing key GO terms enriched amongst genes differentially expressed between HH8 and HH4 cells in clusters 6, 8, and 12. (**L**) Violin plots showing the expression of the genes Hoxa7 and Hoxb8 in these cells by sample (note that only donor GFP+ cells are included in this plot). Scale bars in (**A’**), (**B’**), and (**E–H**) represent 50 μm. Epi: epiblast; ME: mesendoderm.

**Figure 3—figure supplement 1.**
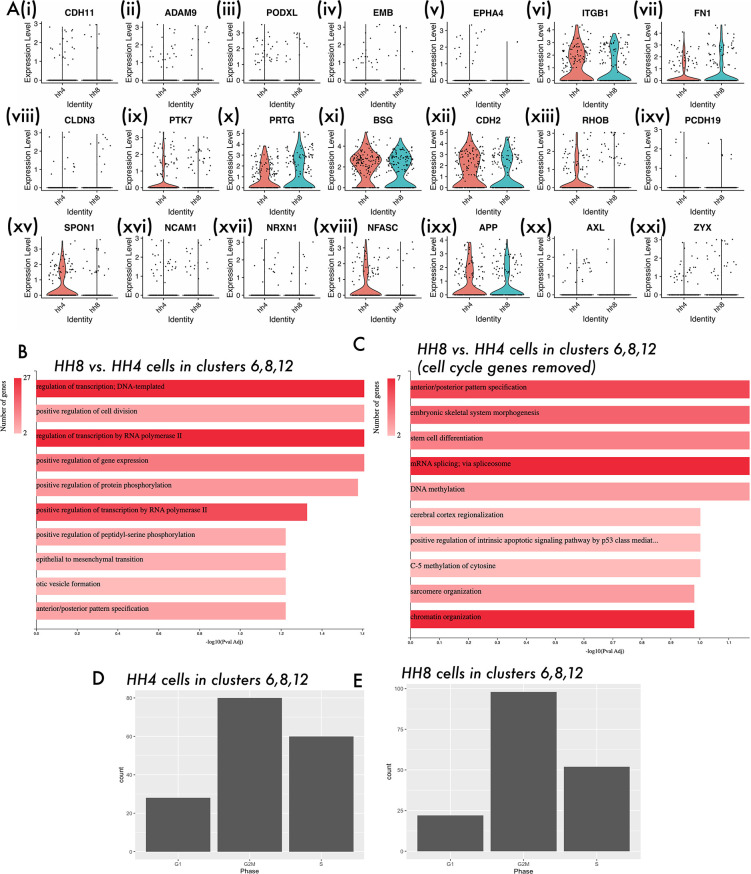
Supporting data for single-cell analysis of stage differences. (**A**) Violin plots showing the expression of genes annotated with the ‘Cell adhesion’ GO term in HH4- and HH8-derived cells of clusters 6, 8, and 12. (**B**) Bar chart showing key GO terms for genes differentially expressed between HH8 and HH4 cells in clusters 6, 8, and 12. (**C**) Bar chart showing key GO terms for genes differentially expressed between HH8 and HH4 cells in clusters 6, 8, and 12, after regressing out cell cycle-related genes. (**D, E**) Bar charts showing the predicted cell cycle phase of HH4 and HH8-derived cells in clusters 6, 8, and 12 based on gene expression.

To further investigate what characterises the cell state that HH8 cells are stalled in, we performed Gene Ontology (GO) analysis on the list of genes differentially expressed in cluster 6 that are present across samples. Cluster 6 is where the majority of HH8 cells are found at 3 hr after grafting. 

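The counterpart of cluster 6, re-derived cluster 5, held 123 of the 293 eGFP-positive cells of HH8-HH4 3 hr (41.98%). It is also the counterpart of cluster 8. With seed 1, which separated the counterparts of clusters 6 and 8, the counterpart of cluster 6 held 36.2% of eGFP-positive cells. Among cells with at least 1000 genes, where clusters 6 and 12 had the same counterpart, it held 1.74%. It held 0% when counterparts were chosen by the number of genes in the direction of the paper.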

We found a clear enrichment of genes associated with cell adhesion in this cluster (Figure 3I, full gene lists in Supplementary file 1b), suggesting that the delayed dispersion and axis contribution of grafted cells may be accounted for by differences in cell adhesion. 

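Of the 21 cell adhesion genes of Supplementary file 1b, 19 were higher in the counterpart of cluster 6 than in the other clusters in HH4-HH4 0 hr, 11 in HH8-HH4 0 hr and 19 in HH8-HH4 3 hr. These counts depended on the partition. Among cells with at least 1000 genes they were 0 in each library, in a cluster that was the counterpart of both clusters 6 and 12. At resolution 1.2 they were 10, 14 and 1, with seed 1 they were 11, 11 and 0, and with seed 2 they were 15, 13 and 0. With seed 1, the cells of HH8-HH4 3 hr in cluster 5 were split between a counterpart of cluster 6 with 490 cells and a median of 551 UMIs, in which 0 of the 21 genes were higher, and a counterpart of cluster 8 with 50 cells and a median of 1132 UMIs, in which 21 of 21 were higher. HSP90B1 was at 15020 CPM and HSPA5 at 10500 in the latter, against 1400 and 1183 in the other clusters, and ribosomal protein genes took 12.2% of its UMIs against 27.0%.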

To ask if these genes are differentially expressed between HH4- and HH8-derived cells (and thus could account for the different behaviour of these two populations upon grafting), we subsetted the scRNA-seq dataset to clusters 6, 8, and 12 only, annotated cells as either HH8- or HH4-derived (based on *eGFP* expression), and looked for genes differentially expressed between the two groups (schematic in Figure 3J). Note that there are subtle differences between the cell cycle state of HH8 and HH4 populations (Figure 3—figure supplement 1B and D–E) and so we regressed cell cycle-associated genes from the analysis to focus on other differences. 

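Seurat's cell cycle scoring used 21 of its 43 S genes and 33 of its 54 G2M genes, those named in the files. After thinning to 1000 UMIs, 31.5% (28.6 to 34.6) of donor cells were in G2M in HH4-HH4 0 hr, 28.6% (26.7 to 30.5) in HH8-HH4 0 hr and 34.2% (27.5 to 41.4) in HH8-HH4 3 hr, where 103 of 293 donor cells were too shallow. Without thinning, the shares were 37.8%, 39.4% and 36.9%, which is the setting that moved the shares at 0 hr most, while thinning to 500 UMIs gave 27.3% at 3 hr. In the counterparts of clusters 6, 8 and 12, 16.1% (5.45 to 33.7) of 31 donor cells in HH4-HH4 0 hr and 45.0% (23.1 to 68.5) of 20 in HH8-HH4 3 hr were in G2M after thinning, and 28.6% of 35 and 29.3% of 123 without it. The shares in S there were 51.6% and 10.0% after thinning and 45.7% (28.8 to 63.4) and 22.8% (15.7 to 31.2) without it, and those in G1 were 32.3% and 45.0%, and 25.7% (12.5 to 43.3) and 48.0% (38.9 to 57.2). In HH8-HH4 0 hr, the donor cells of these counterparts (40 after thinning and 44 without it) had 27.5% and 27.3% in G2M, 40.0% and 47.7% in S and 32.5% and 25.0% in G1. Of host cells of all clusters, after thinning, 39.0% (36.7 to 41.3) were in S in HH8-HH4 0 hr and 21.7% (17.0 to 27.0) in HH8-HH4 3 hr.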

The most significantly enriched GO term in this analysis is ‘anteroposterior pattern specification’ (Figure 3K, Supplementary file 1c), which annotates genes, including the *Hox* genes *Hoxa7* and *Hoxb8*. These genes exhibit substantial expression in HH8-derived cells but no expression in HH4-derived cells (Figure 3L). 

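Of the 25 genes in Supplementary file 1c, 24 differed between HH8 and HH4 donor cells in the direction of the paper at 0 hr and 24 at 3 hr, over donor cells of all clusters and without the paper's regression of cell cycle genes. The exception was eGFP. The list was chosen by the paper on these samples. With only donor cells of the counterparts of clusters 6, 8 and 12, the counts were 24 and 22, the largest change under any setting. With the 167 HH8 donor cells of both time points pooled there, and on the paper's scale, 25 of 25 were in its direction. For eGFP the value was then 0.012, with an SD of 0.156 over resampled cells. Over all clusters, the log2 ratio at 3 hr was 0.03 for YBX1 and 0.20 for TFDP2.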

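HOXA7 in HH8 donor cells was at 2242 CPM (2222 to 2262) at 0 hr and 1095 (1062 to 1128) at 3 hr. HOXB8 was at 1073 (1059 to 1087) and 612 (587 to 637). In donor cells of the counterparts of clusters 0, 4 and 7, which hold HH8 tissue, HOXA7 was at 2500 (2477 to 2523) and 2025 (1963 to 2089), and HOXB8 at 1198 (1182 to 1214) and 1125 (1078 to 1172). With at least 2 eGFP UMIs required of a donor cell, which moved these values most, HOXA7 at 3 hr was at 1652 and HOXB8 at 918. In the 943 donor cells of HH4-HH4 0 hr each gene had 1 UMI, or 0.0712 CPM (0.0018 to 0.397). HOXA7 UMIs were detected in 93.0% of HH8 donor cells at 0 hr (median depth 8816 UMIs) and 58.4% at 3 hr (7908 UMIs), and in 18.5% of host cells at 0 hr (8975 UMIs) and 25.8% at 3 hr (689 UMIs), which should lack it. After thinning to 1000 UMIs, the donor shares were 74.0% and 44.7% and the host shares 2.56% and 7.22%.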

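Among genes of DNA methylation, DNMT3B was at 249 CPM (243 to 256) in HH8 donor cells at 0 hr and 314 (297 to 332) at 3 hr, against 408 (398 to 419) in HH4 donor cells at 0 hr. DNMT3A was at 454 (444 to 463), 427 (407 to 448) and 469 (458 to 481) in the same order, and DNMT1 at 77.2 (73.5 to 81.1), 62.6 (55.0 to 70.9) and 60.8 (56.8 to 65.0). In HH8 donor cells of the counterparts of clusters 0, 4 and 7 alone, a group chosen after the values had been seen, DNMT3B was at 241 (234 to 248) at 0 hr and 236 (215 to 259) at 3 hr, DNMT3A at 450 (440 to 460) and 398 (371 to 427), and DNMT1 at 77.8 (73.8 to 82.0) and 74.7 (63.2 to 87.8).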

Other GO terms enriched in this analysis included epigenetic-related terms such as ‘chromatin organization’, ‘DNA methylation’ and ‘C-5 methylation of cytosine’ (Figure 3K, Supplementary file 1c), consistent with the described importance of chromatin remodelling in *Hox* gene activation in development (Noordermeer et al., 2011; Soshnikova and Duboule, 2009).

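Summed HH8 donor cells and host cells correlated with r = 0.984 at 3 hr, across 4720 genes and with every sum thinned to 3916415 UMIs. Without HOX, CDX and eGFP genes it was 0.988, against 0.971 at 0 hr and 0.996 in HH4-HH4 0 hr. With at least 2 eGFP UMIs required, which brought the 2 time points closest among the alternatives for these sums, it was 0.969 at 3 hr and 0.956 at 0 hr. In cells with at least 2000 UMIs, donor cells with at least 3 eGFP UMIs and host cells correlated with r = 0.953 at 0 hr (2029 donor cells) and 0.959 at 3 hr (116 donor cells). Genes are not independent replicates, and each time point rests on 1 library.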

Taken together, the results from our scRNA-seq experiment show that upon grafting, HH8 cells initially occupy a region of gene expression space that is distinct from HH4 cells, but within 3 hr undergo transcriptomic changes that place them in a state similar to surrounding host tissue, with the exception of *Hox* gene expression differences. These results are therefore consistent with the notion that intrinsic timer(s) govern both *Hox* gene expression and progenitor addition, but that this latter aspect is independent from transcription changes of EMT-associated genes.

### Both HH4 and HH8 cells migrate in an ex vivo culture system but with different dynamics

Having identified that HH8 grafts are delayed in their axis contribution at the level of cell migration from the graft site, we wondered whether this is an outcome of the interaction between the donor and host tissue in this context or intrinsic to the grafted tissue. To test this, we developed an ex vivo culture system where MSP tissue was dissected and cultured on fibronectin-coated glass dishes. We find that mesodermal cells readily migrate as a sheet in this context (Figure 4—figure supplement 1). Both HH4 and HH8 MSP tissue migrate on fibronectin (Figure 4A and C), so we used particle image velocimetry (PIV) to characterise the dynamics of this process in more depth. Representative explant velocity fields are shown in Figure 4B and D for HH4 and HH8 explants, respectively. HH4 explants undergo a rapid expansion in area with no or little lag time before this expansion begins (Figure 4E), whereas HH8 tissue does not show a substantial increase in area for the first 10–15 hr of imaging, upon which time it expands relatively slowly (Figure 4E). The same trends can be seen in the velocity data, with HH4 explants showing an initial average velocity of 0.2 μm/min and a maximal average velocity of ~0.27 μm/min at 9–10 hr of culture (Figure 4F). In contrast, HH8 tissue has a relatively constant velocity of ~0.04 μm/min rising to ~0.1 μm/min at 14–15 hr of culture (Figure 4F). Thus, HH8 tissue shows a slower increase in area (and corresponding lower velocity of tissue flow) than HH4 tissue, as well as a substantial lag time before spreading. This suggests that HH8 tissue intrinsically has a weaker proclivity to migrate than HH4 tissue and importantly could account for the lack of early migration we observe in heterochronic HH8 to HH4 grafts.

**Figure 4.**
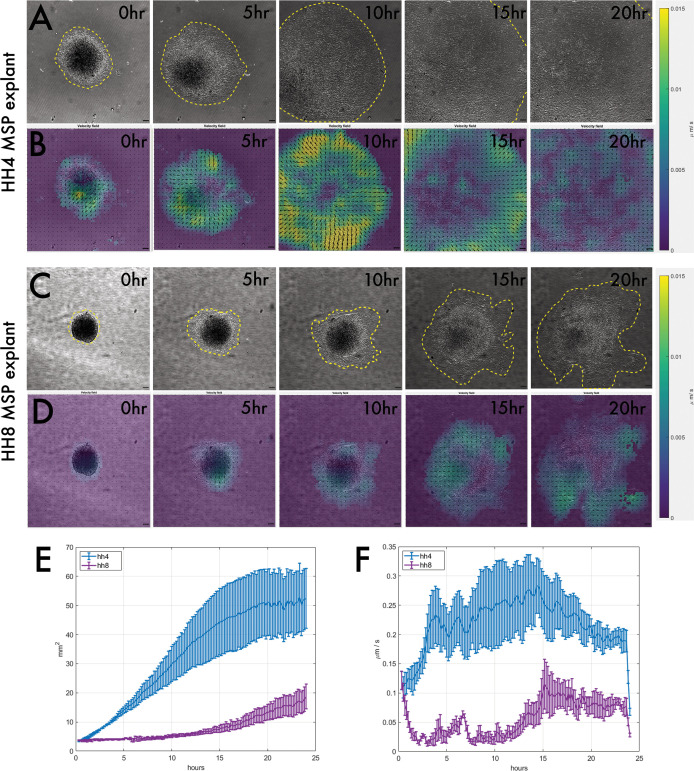
Explanting medial somite progenitor (MSP) tissue on fibronectin reveals that HH4 and HH8 MSP tissue intrinsically migrate with different dynamics. (**A**) and (**C**) are brightfield stills taken from timelapse movies of MSP tissue migrating on fibronectin, with (**A**) showing an HH4 explant and (**C**) showing an HH8 explant. Yellow dotted outlines delineate the edge of the migrating explant sheet. (**B**) and (**D**) are velocity field stills for the corresponding images in (**A**) and (**C**), respectively, calculated using particle image velocimetry (PIV). The colour of each interrogation window denotes the velocity of movement (scale on right) between the current time step and the previous one, and the directionality of each vector arrow similarly represents the direction of tissue flow. (**E**) Plot showing the mean area for several explants of each class (n = 5 for HH4 and n = 3 for HH8). (**F**) Plot showing the mean velocity at each timepoint for several explants of each class (n = 5 for HH4 and n = 3 for HH8). In (**E**) and (**F**), error bars represent the standard error. Scale bars in (**A–D**) represent 50 μm.

**Figure 4—figure supplement 1.**
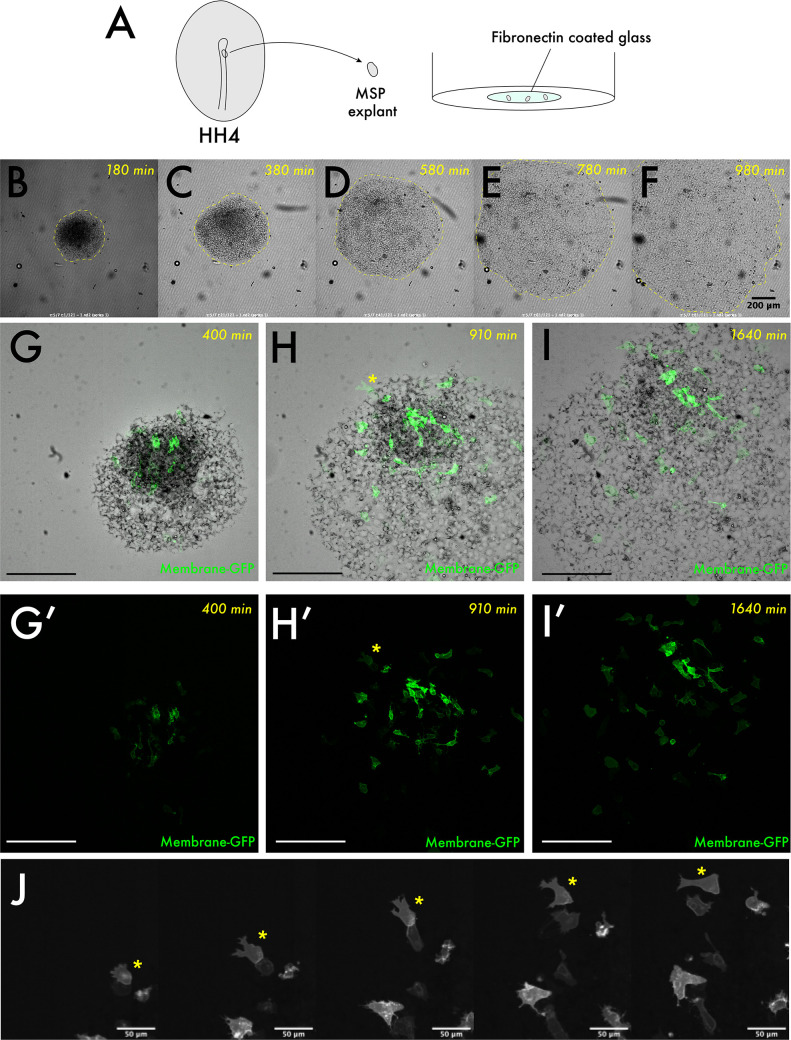
Characterising migration of HH4 medial somite progenitor (MSP) explants grown on fibronectin. (**A**) Schematic describing experimental set-up: HH4 MSP regions were dissected from the embryo and placed mesendoderm down on a fibronectin-coated glass surface. (**B–F**) are brightfield still images taken from a timelapse of a growing explant. The yellow dashed outline shows the edge of the explant in each image. (**G–I**) Images taken from a timelapse of a different explant, in this case explanted mosaically with a membrane-GFP construct to yield low-density labelling of individual cells within the explant. (**G–I**) are composite brightfield and GFP images whilst (**G’–I’**) are corresponding GFP single-channel images. (**J**) is a set of enlarged images from the data in (**G’–I’**). The yellow asterisk corresponds to a single labelled cell found at the edge of the explant that shows highly polarised protrusions over time towards the edge of the explant. Scale bars in (**B–I**) represent 200 μm, in (**J**) represent 50 μm.

### Hox gene expression is intrinsically regulated in both grafts and explants

To further explore the intrinsic capability of MSP explants to regulate their developmental timing, we next aimed to elucidate whether in vivo Hox gene expression is also tissue intrinsic. We identified a larger group of *Hox* genes with differential expression in the MSP region at HH4 and HH8 by screening by RT-qPCR and HCR staining (Figure 5—figure supplement 1). These genes include *Hoxa2*, *Hoxa3,* and *Hoxa6*, all of which are not expressed in the HH4 MSP region but expressed in the HH8 MSP region. We performed HCR for *Hoxa2*, *Hoxa3,* and *Hoxa6* at 3, 6, 12, and 24 hr after grafting to ask whether HH8 tissue maintains expression of these genes upon grafting or downregulates their expression to match the surrounding host environment. We found that invariably HH8 MSP cells retain the donor *Hox* profile upon grafting, suggesting that *Hox* gene expression may be regulated intrinsically at the population level (Figure 5A–D). Note that the cell population of interest here is the progenitor population, which is shown in Figure 5A–D. We also checked whether heterochronically grafted cells in the formed body axis (i.e. those which have left the progenitor region) express a *Hox* gene complement appropriate for their AP position. We found that both *Hoxa2* and *Hoxa3* are expressed with appropriate domain boundaries in both homochronic and heterochronic grafts (Figure 5—figure supplement 2), consistent with an emerging view where cells modify their *Hox* expression profile after exiting the progenitor region by a mechanism independent of the initial activation of gene expression (Tschopp et al., 2009).

**Figure 5.**
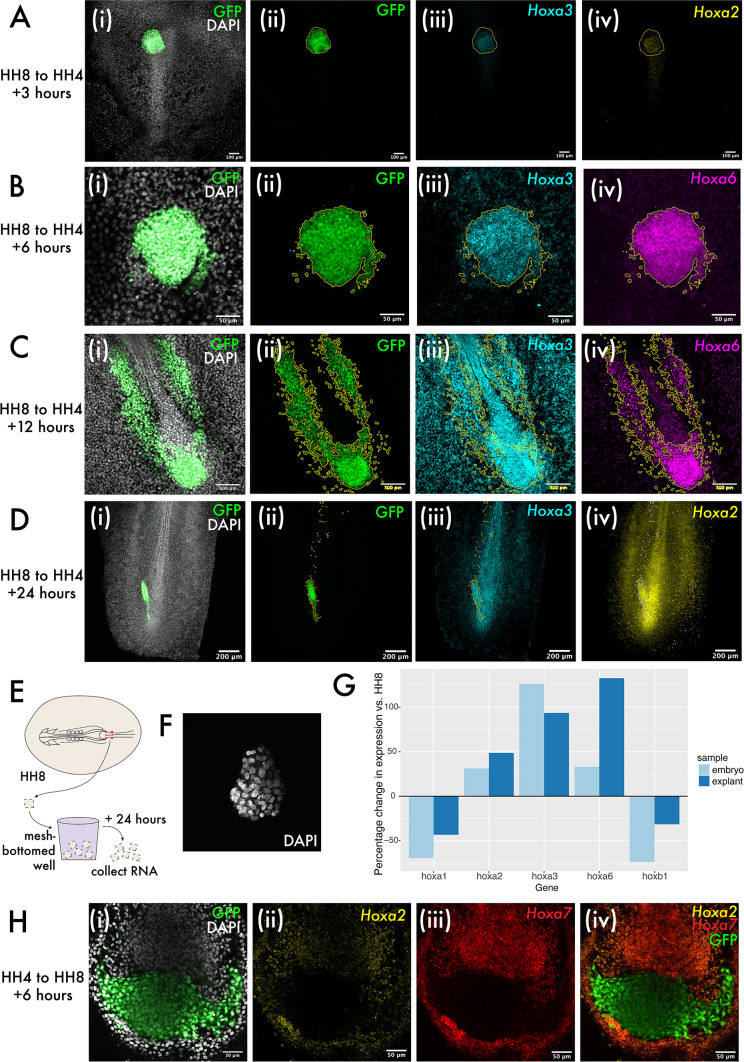
Hox expression is intrinsically regulated in both grafts and explants. (**A–D**) show heterochronic HH8 to HH4 grafts at 3, 6, 6, 12, and 24 hr post-grafting, respectively, with each image showing the cells in the progenitor population (tailbud in [**C**] and [**D**]). Panel (**i**) of (**A–D**) shows composite DAPI and GFP summed slice projections. (**ii**), (**iii**), and (**iv**) are the same images as single-channel summed slice projections, showing the location of the donor GFP+ cells, Hoxa3 mRNA and Hoxa2 or Hoxa6 mRNA expression, respectively (please see labels in panel for gene). In (**A–D**), yellow or white lines outline the location of GFP+ (donor) tissue. (**E**) Schematic showing explant experiment set-up. (**F**) DAPI stained HH8 explant after 24 hr of culture shown here as a summed slice projection. (**G**) Bar chart showing expression of five different Hox genes in embryonic medial somite progenitor (MSP) regions and HH8 explants after 24 hr, represented relative to the endogenous expression in MSP regions at HH8. (**H**) HH4 to HH8 graft at 6 hr after grafting, stained for Hoxa2 and Hoxa7 expression. (**i**) shows GFP and DAPI fluorescence, (**ii**) shows Hoxa2 expression, (**iii**) shows Hoxa7 expression, and (**iv**) shows Hoxa2, Hoxa7, and GFP. Scale bars in (**D**) represent 200 μm, in (**A**) and (**C**) represent 100 μm, and in (**B**) and (**H**) represent 50 μm. All fluorescence images are presented as summed slice Z-projections.

**Figure 5—figure supplement 1.**
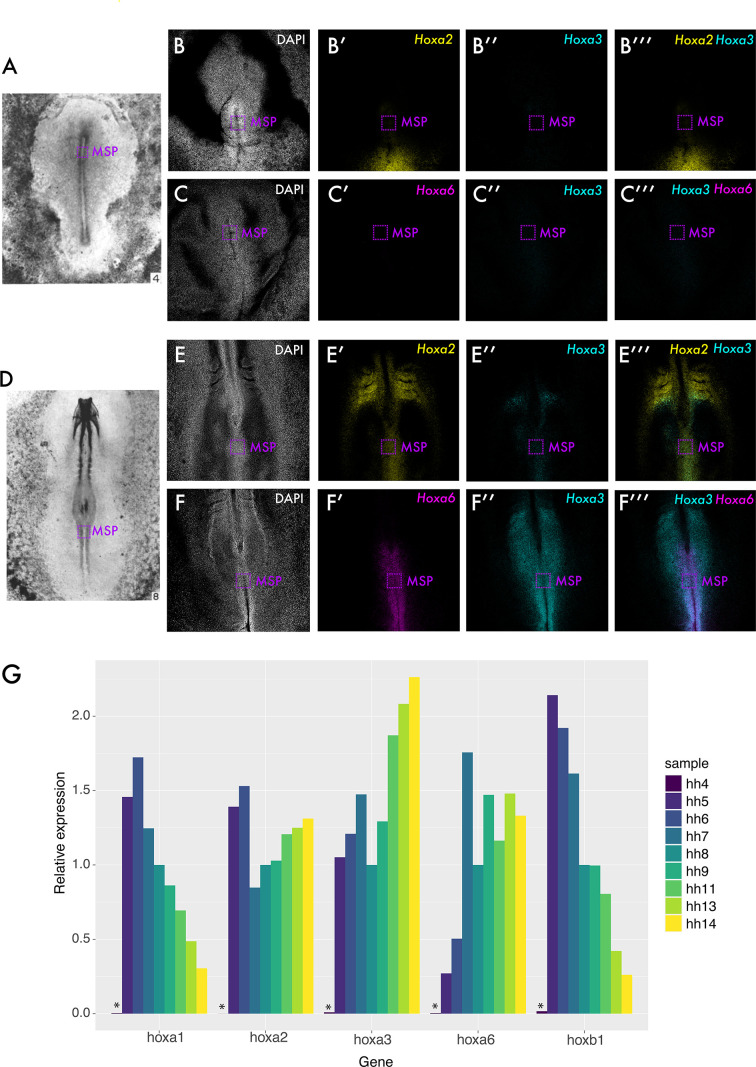
Hox gene expression characterisation. Hybridisation chain reaction (HCR) for Hoxa2, Hoxa3, and Hoxa6 was performed at HH4 and HH8. Whole embryo images taken from Hambuger and Hamilton, 1951 are shown in (**A**) and (**D**), with dotted purple boxes indicating the location of medial somite progenitor (MSP) cells at each stage. HCRs at HH4 are shown in (**B**) and (**C**). HCRs at HH8 are shown in (**E**) and (**F**). All confocal images are average intensity Z-projections. (**G**) shows RT-qPCR data for several Hox genes in MSP regions at several stages. All expression levels are relative to ACTB (housekeeping) gene expression. Asterisks in (**G**) indicate no detected transcript.

**Figure 5—figure supplement 2.**
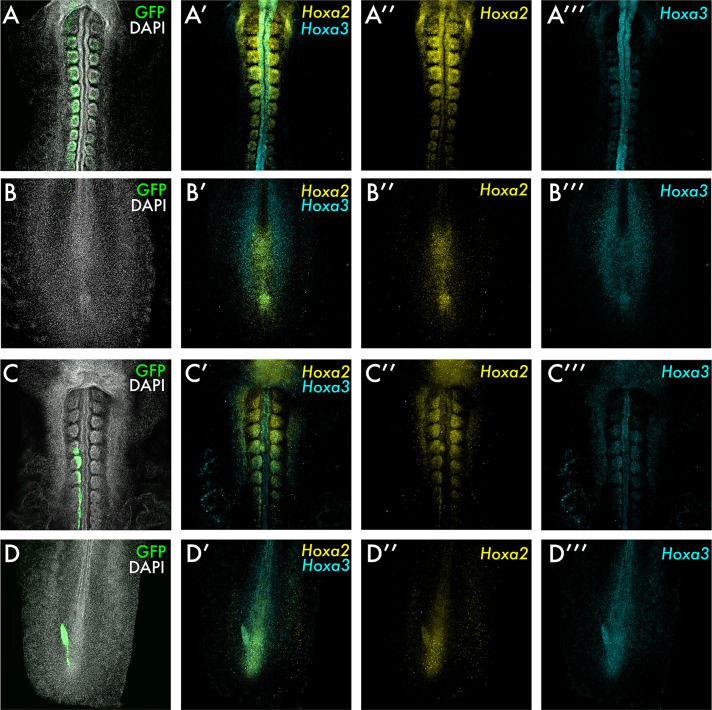
Hox gene expression in the formed axis of grafted embryos. (**A**) and (**B**) show an HH4-HH4 homochronic graft fixed at 24 hr after grafting, with the field of view in (**A**) showing the trunk and in (**B**) showing the tailbud. (**C**) and (**D**) show an HH8-HH4 heterochronic graft fixed at 24 hr after grafting, with the field of view in (**C**) showing the trunk and in (**D**) showing the tailbud. Both types of graft were stained by Hybridisation chain reaction (HCR) for Hoxa2 and Hoxa3 and with DAPI. Grafted tissue expresses GFP. All images are summed slice Z-projections.

To investigate the intrinsic regulation of *Hox* expression further, we used explant culture to ascertain whether there is a role for the embryonic environment in progression of *Hox* expression. Explants were made of the HH8 MSP region and cultured for 24 hr as floating explants (Figure 5E) before RNA extraction. At 24 hr of culture, explants were maintained as cohesive floating pieces of tissue (Figure 5F). RT-qPCR for various *Hox* genes was performed to test for differences between *Hox* expression at 0 and 24 hr after explanting. In each case, this difference was compared to the endogenous change in expression in the MSP region over an equivalent period of time – 24 hr after HH8 embryos reach HH14, so MSP tissue at HH14 was used to represent the endogenous change in expression (Figure 5G). Consistent with a progression of the Hox timer in the cells of the explants over 24 hr, we observed an increase or decrease in *Hox* expression consistent with the normal dynamic for each gene surveyed (Figure 5G). This data provides support for population-intrinsic regulation of Hox gene expression in MSPs, with this timer able to progress outside of the embryonic environment.

Finally, we performed HH4 to HH8 grafts to ascertain whether there was any asymmetry in the extrinsic regulation of *Hox* gene expression depending on whether tissue was grafted from older to younger or younger to older embryos. We found that in this instance – where HH4 donor tissue does not express *Hoxa2* or *Hoxa7* in vivo, but host HH8 tissue does – there was no evidence for the upregulation of these genes in donor tissue at 6 hr after grafting (Figure 5H), further supporting an intrinsic mode of regulation of *Hox* gene expression in this context. Together, the experiments described here suggest that *Hox* gene expression in the MSP population is intrinsically regulated and not subject to reprogramming to match the surrounding host environment.

### Size dependency of graft but not explant behaviour suggests that the interaction of donor and host tissue contributes to graft outcome

Given the striking maintenance of HH8 *Hox* gene expression upon grafting, we wondered whether there is a minimal graft size for maintenance of gene expression. Thus, we performed HH8 to HH4 heterochronic grafts with variable-sized pieces of donor tissue (Figure 6—figure supplement 1). We found that at the smallest graft size (eighth size, approximately 6000 μm^2^ initial area), donor cells had spread substantially from the initial graft site within 6 hr (Figure 6A), whereas all larger graft sizes remained as a single cluster of cells (Figure 5B, example shown here is a quarter-sized graft, approximately 12,500 μm^2^ initial area). Interestingly, in the smallest grafts, individual GFP+ cells could be seen intermixed with wild-type host (GFP) tissue (Figure 6A*, enlarged in lower panel*). Notably, even these isolated HH8 cells still maintained expression of the HH8 *Hox* genes *Hoxa3* and *Hoxa6* (Figure 6B and C), further supporting the intrinsic regulation of *Hox* gene expression in these cells. Furthermore, when small HH8 to HH4 grafted embryos are grown for 24 hr, grafted cells are found to occupy more anterior locations compared to large HH8 to HH4 grafts (Figure 6D). Larger HH8-HH4 grafts tend to have their most anterior somite contribution in somite 4 or 5, whereas small HH8-HH4 grafts have their most anterior contribution between somites 1 and 3. Importantly, this result suggests that *Hox* gene expression can be uncoupled from cell dispersion and demonstrates that *Hox* gene expression is not the only determinant of the timing of cell allocation to the body axis.

**Figure 6.**
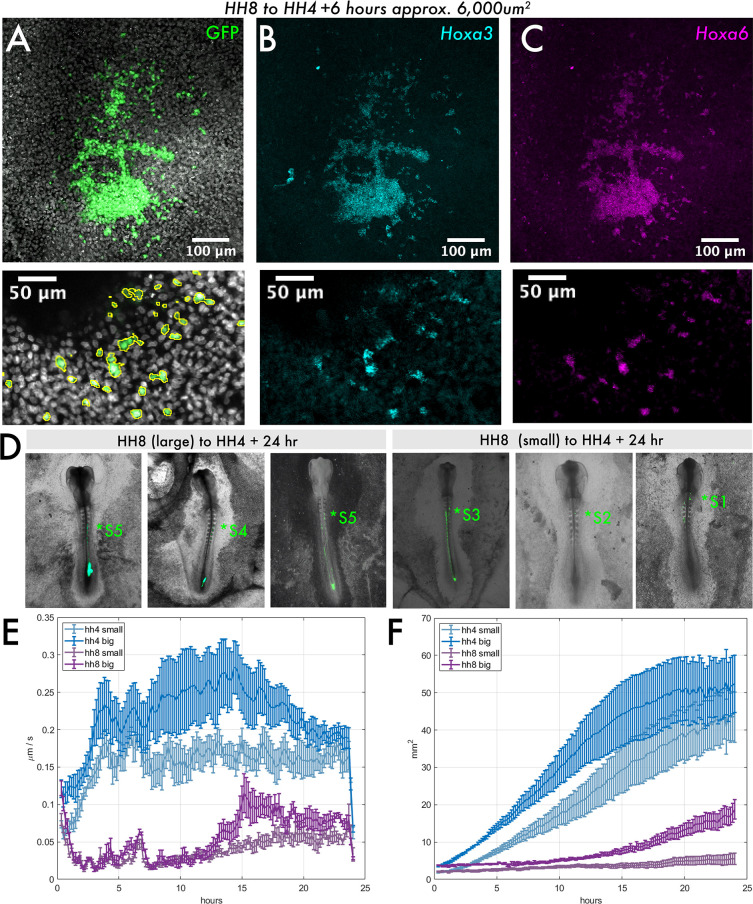
Size dependency of HH8 medial somite progenitor (MSP) tissue behaviour. (**A–C**) Small HH8 to HH4 graft (donor tissue ~6000 μm^2^) at 6 hr after grafting. (**A**) DAPI and GFP composite image, (**B**) Hoxa3 hybridisation chain reaction (HCR) stain, and (**C**) Hoxa6 HCR stain. Lower panels show an enlarged view of images above; GFP signal outlined in (**A**). (**D**) Three examples of HH8-HH4 large and small grafts are shown at 24 hr after grafting as combined GFP/brightfield images. The most anterior somite contribution of each graft is indicated by the annotation (*S). (**E**) Velocity plot showing the mean velocity at each timepoint for several explants of each class (n = 5 for HH4 large, n = 4 for HH4 small, n = 3 for HH8 large, and n = 5 for HH8 small). (**F**) Area plot showing the mean area for several explants of each class at each timepoint (n’s as above). In (**E**) and (**F**), error bars represent the standard error. Scale bars in (**D**) represent 200 μm, in (**A–C**) upper panels represent 100 μm, and in lower inset panels represent 50 μm. All fluorescence images are presented as summed slice Z-projections.

**Figure 6—figure supplement 1.**
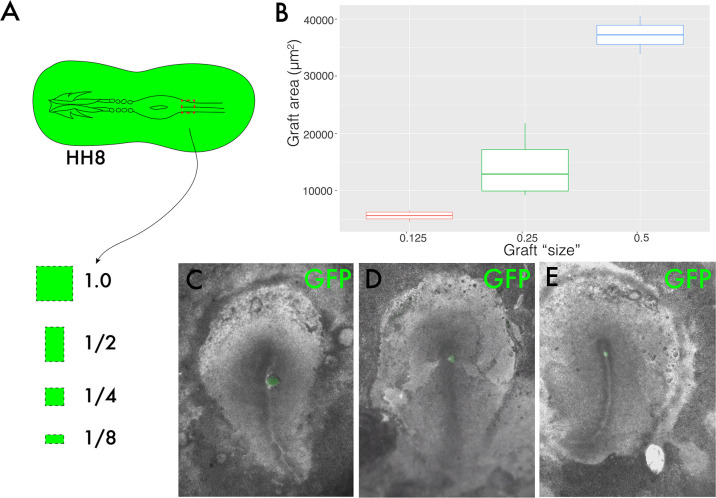
Graft size validation. (**A**) is a schematic summarising the different sized pieces of donor tissue used for the graft sizes experiment in Figure 5. The different graft sizes were defined relative to one another, that is, a quarter-sized graft was achieved by cutting the whole medial somite progenitor (MSP) region in half twice. (**B**) Boxplot showing the area in µm^2^ of 1/2, 1/4, and 1/8-sized grafts. N = 2 for 1/2, n = 4 for 1/4, and n = 4 for 1/8-sized grafts. (**C–E**) are composite brightfield and GFP fluorescence images showing a representative graft of each size, with (**C**) showing a 1/2-sized graft, (**D**) showing a 1/4-sized graft, and (**E**) showing a 1/8- sized graft.

One possible explanation for the enhanced dispersion of HH8 tissue at small graft sizes could be that there is a mechanism intrinsic to population size that can trigger the repression of cell migration above a certain size threshold. Alternatively, it could be due to extrinsic factors involving the interaction of host and donor cells that impacts larger and smaller grafted populations differently. To ask whether the size dependency of dispersion is an intrinsic feature of the HH8 tissue, we explanted HH4 and HH8 MSP tissue of varied sizes on fibronectin. If small HH8 explants can migrate at higher velocities than large HH8 explants on fibronectin, this would suggest that HH8 tissue can intrinsically account for the graft outcomes observed. We found that for both HH4 and HH8 tissue, smaller explants exhibit lower velocities of tissue flow and achieve smaller areas throughout the observed 24 hr period (Figure 6E and F). This suggests that the enhanced dispersion of small HH8 grafts in the HH4 environment cannot be accounted for by the HH8 donor tissue alone and instead is an outcome of the interaction between HH8 and HH4 tissue. Thus, despite the intrinsically regulated differences in gene expression and migratory dynamics between HH4 and HH8 tissue, extrinsic inputs also influence the timing of cell contribution to the vertebrate primary body axis.

## Discussion

### Mesodermal dispersion is a key step in avian gastrulation

In this work, we first sought to understand at what point in the developmental process of progenitor contribution to the body axis heterochronic grafts of cells from older to younger embryos are delayed. The delayed contribution of axial progenitor cells to the axis that we observe is consistent with previous studies, including mouse tailbud grafts (Tam and Tan, 1992) and chicken PS grafts (Iimura and Pourquié, 2006). Based on single-cell RNA-sequencing and in vivo gene expression analyses, we propose that MSP contribution to the body axis can be conceptualised as consisting of three successive phases: ingression, dispersion, and migration. In the first step, mesodermal progenitor cells of the PS undergo a classical EMT and ingress from the dorsal cell layer to the ventral one. This EMT involves a well-characterised set of molecular players including the upregulation of *Snail2* (*Slug*) and a switch from E-cadherin (*Cdh1*) to N-cadherin (*Cdh2*) expression (Cano et al., 2000; Dady et al., 2012; Nieto et al., 1994; Ohkubo and Ozawa, 2004). Once cells enter the mesendodermal cell layer, substantial and rapid cell dispersion occurs in both the anteroposterior and mediolateral axes. As grafted cell populations become situated within the ventral layer of the embryo as part of the healing process, we are unable to ascertain whether the morphogenetic process of cell ingression is delayed in heterochronic grafts. However, we do observe that the expected changes in EMT gene expression occur within 3 hr of HH8 populations being grafted into HH4 hosts, suggesting that cells are not blocked in this aspect of progenitor cell addition. Instead, cells are delayed in cell dispersion, resulting in the population being maintained as a distinct cluster of cells in the ME and not dispersing readily as control grafts do. These processes are recapitulated in the explant culture system we describe, where both HH4 and HH8 MSP populations ultimately migrate on fibronectin but HH8 populations do so with a delay and at lower velocities. Thus, delayed dispersion of HH8 tissue in heterochronic grafts to HH4 embryos can be accounted for by intrinsic migratory properties of the HH8 tissue.

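In HH8 donor cells, SNAI2 was at 335 CPM (327 to 343) at 0 hr and 270 (254 to 287) at 3 hr, and in host cells at 437 (427 to 448) and 425 (407 to 443). CDH2 was at 987 (974 to 1001) and 685 (660 to 712) in donor cells and at 1081 (1065 to 1097) and 940 (913 to 967) in host cells. CDH1 was at 50.5 (47.5 to 53.6) and 68.4 (60.5 to 77.1) in donor cells and at 58.0 (54.3 to 61.8) and 63.5 (56.8 to 70.9) in host cells. Donor cells of the counterparts of clusters 0, 4 and 7 alone, a group chosen after the values had been seen, had SNAI2 at 321 and 126, CDH2 at 972.5 and 494 and CDH1 at 50.05 and 70.2 CPM.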

As discussed in the introduction, the choice of HH4 and HH8 tissue as the focus for this project is interesting in the context of primary versus secondary gastrulation: the occipital somites form simultaneously from tissue that ingresses during primary gastrulation, whereas trunk somites form periodically through the progressive segmentation of a PSM. Here, we have shown that HH4 MSP tissue (pre-node regression) and HH8 MSP tissue (post-node regression) exhibit substantially different migratory dynamics, despite forming a continuous progenitor population. This concept of evolving cell behaviour and properties over time is consistent with the transcriptional changes that have been described in axial progenitor regions (Wymeersch et al., 2019). In our scRNA-seq data, we have found that between HH8- and HH4-derived cells of the same cluster, a whole suite of genes are differentially expressed in addition to *Hox* genes including genes associated with the cell cycle, RNA splicing, and epigenetic remodelling. 

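Between 0 hr and 3 hr, LEFTY1 (log2 ratio 3.34), CHRD (3.26), MIXL1 (2.81) and G0S2 (2.24) were among the 5 largest rises in HH8 donor cells, and the largest falls were in APCDD1 (-2.72), MSX1 (-2.30), MSX2 (-2.22), PAX3 (-1.86) and NDP (-1.82). LEFTY1, CHRD and G0S2 were also among the 5 largest rises in host cells, with log2 ratios of 2.37 and 1.87 for the first 2 and 107 against 31.5 CPM for G0S2. Of the 293 donor cells at 3 hr, 63 lay in clusters outside the counterparts of clusters 0, 4 and 7 and of clusters 6, 8 and 12, and these held 1829164 of the 3916415 UMIs, among them 2194 of 2432 for CHRD and 5065 of 5298 for MIXL1. In donor cells of the counterparts of clusters 0, 4 and 7 alone (1972 and 107 cells), a group chosen after the values had been seen, the log2 ratios of the 4 rises were 2.60, 1.89, 1.18 and 0.68, and those of the falls -2.34, -1.89, -1.58, -1.69 and -1.55. In donor cells with at least 3 eGFP UMIs, chosen likewise, the rises were 2.55, 2.71, 2.15 and 1.83.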

Cell cycle differences may reflect differences in the population dynamics over time – the expansion versus depletion of the progenitor population, which is not well-characterised. Some of the genes differentially expressed in the intermediate cell state and associated with adhesion (including *Ptk7* and *Nfasc*) are known to have alternative splice transcripts, raising the possibility that despite not being differentially expressed between HH4 and HH8 cells, differences may arise downstream of transcription (Hassel et al., 1997; Jung et al., 2002; Katyal et al., 2007). A multitude of different cellular processes may be functionally important in the changes in cell behaviour we have described here between HH4 and HH8 tissue, and further research will be necessary to clarify the mechanistic underpinning of the differences we have described.

### A possible role for cell sorting in graft outcome

When HH8 tissue is grafted to a HH4 host embryo, it tends to remain as a single group of cells and minimal mixing is observed with the surrounding host tissue. This is in stark contrast to stage-matched grafts (HH4-HH4), where extensive mixing of donor tissue with host tissue is observed. This result resembles published observations on heterotypic grafts of neural tube tissue from different axial levels in the mouse embryo (Trainor and Krumlauf, 2000). Specifically, when homotypic grafts were performed of tissue between the same axial level, extensive cell mixing was observed, but heterotopic grafts did not show this mixing and instead largely remained as a single coherent group of cells (Trainor and Krumlauf, 2000). Another study noted that “cells grafted heterochronically integrate less efficiently into host tissues than isochronic grafts (whether heterotopic or homotopic), suggesting that this temporal resetting may be less efficient than their acutely sensitive response to spatial cues” (Wymeersch et al., 2021). Together, these observations raise the intriguing possibility that stage-matched tissues can mix more readily than heterotypic or heterochronic grafts because in the latter case donor cells have a greater affinity for other donor cells than host cells, and vice versa. This would resemble the mechanisms of self-recognition-based sorting that have been described in diverse contexts including, for example, *Xenopus* gastrulation (Winklbauer and Parent, 2017).

Cell sorting is generally believed to result from adhesion differences between tissues. Early experiments in which three species of sponge were dissociated and reaggregated showed the formation of masses preferentially containing cells of the same species, suggesting that these cells have some ability to recognise others of their own kind (Wilson, 1907). Similarly, when cells of amphibian neurulae are disaggregated and allowed to reaggregate, they initially form a mass where any cell type will associate with any other – but within 20 hr fully sort out (Townes and Holtfreter, 1955). This was found to be true across a huge variety of tissue combinations, and both when tissues were fully disaggregated or combined as explants (Townes and Holtfreter, 1955). More recently it has been suggested that though cell sorting is unlikely to be a major contributor to morphogenesis, these mechanisms may be important for maintaining tissue boundaries (Winklbauer and Parent, 2017). Although the differential gene expression analysis between HH4 and HH8 MSPs described here has not highlighted transcripts for any candidate molecules known to modulate adhesion, as mentioned above, it is entirely possible that due to differences at a protein level, the two stages of tissue show preferential adhesion for other cells of the same stage. A precedent exists for a changing adhesion profile over developmental time: such a dynamic process was described in 1939 by Ernest Just in sea urchin embryos (Just, 1939). In a future study, it would be interesting to perform pairwise grafts of tissue between embryonic stages and quantify the extent of cell mixing: this quantity would be expected to scale with the extent of similarity between the tissues. Much remains to be understood about the ways that transplanted tissues interact with their host environment and in certain cases show a greater extent of ‘incorporation’ and mixing with their surrounding host tissue.

### Hox gene regulation is population-intrinsic for somite progenitors

Vertebrate embryos express *Hox* genes with a special dynamic – each paralogous cluster of *Hox* genes is expressed with spatiotemporal collinearity, meaning that they are transcribed in a strict 3′ to 5′ order both in space and time. It is known that the location within the cluster defines the timing of expression of each gene, that *Hox* clusters undergo epigenetic remodelling to increase DNA accessibility in a 3′ to 5′ direction, and that the initial induction of Hox gene expression at gastrulation is dependent upon Wnt signalling (Deschamps and Duboule, 2017; Izpisúa-Belmonte et al., 1991; Kmita and Duboule, 2003; Liu et al., 1999; Moreau et al., 2019; Neijts et al., 2016; Tschopp et al., 2009). In the context of human pluripotent stem cell-derived axial progenitors of the spinal cord, it has also been shown that progressive Hox activation occurs in vitro, and that this is dependent on an increase in FGF and then GDF signalling (Mouilleau et al., 2021). In this work, we find evidence for a population-intrinsic mechanism of *Hox* gene expression within the MSP fated region of the PS: once HH8 cells are expressing a given *Hox* gene, they will maintain this expression profile in a novel HH4 environment. However, the MSP population also expresses FGF ligands (Bell et al., 2004; Darnell et al., 2007), and it could be that a similar mechanism is at play to explain the population-intrinsic control of *Hox* expression here too. The maintenance of *Hox* gene expression in a new environment (a younger embryo) is consistent with a result reported by Iimura and Pourquié, 2006, wherein *Hoxb9* expression was shown to persist at 6 hr after heterochronic grafting of streak cells. However, our results differ from those reported by McGrew et al., 2008, who observed reprogramming of *Hox* gene expression in HH15 tailbud chordoneural hinge cells transplanted to the equivalent region of the HH8 embryo – grafted cells no longer express the *Hox* gene *Hoxa10* at 8 hr after grafting. This difference may reflect the different cell populations studied or variation in the contributions of extrinsic and intrinsic influences to *Hox* regulation over the period of primary body axis formation; it is possible that there is a transition from intrinsic to a more extrinsic mode of *Hox* regulation later in primary body axis development. Alternatively, it may be explained by the relative mismatch between donor and host tissue. In the experiments of McGrew et al., 2008, *Hoxa10* expression is absent from the progenitor region at HH8-HH10 but expressed at HH15. *Hoxa10* expression is first detected in the progenitor region at HH12 (17 somite stage) (Denans et al., 2015), corresponding to a theoretical 20 hr lag time before expression of *Hoxa10* in host tissue of HH8 to HH15 grafts. Conversely, our HH8 to HH4 grafts experience a much shorter lag period before host expression of the *Hox* genes surveyed – expression of *Hoxa2,* for example, is evident in host tissue within 6 hr. Additional grafts and additional *Hox* genes must be studied to ascertain which of these possible explanations is most accurate.

We have seen that the difference in behaviour between homochronic and heterochronic grafts correlates with the persistence of the HH8 *Hox* gene expression profile, raising the possibility that the HH8 *Hox* profile may influence the transition from mesenchyme to invasive mesenchyme. Previous experiments that overexpressed *Hox* genes in PS tissue showed that cells were delayed at the point of ingression through the streak (Iimura and Pourquié, 2006). However, because donor tissue healed in the ventral compartment of the embryo after grafting, we were unable to observe the morphogenetic act of ingression and so unable to definitively distinguish between *Hox* regulating ingression or dispersion – functional experiments manipulating *Hox* gene expression would be necessary to make this distinction. Nonetheless, we have demonstrated that *Hox* gene expression can be uncoupled from cell allocation to the axis in small transplants, suggesting that if *Hox* does influence these processes, its effect can be overcome by extrinsic influences under certain conditions.

### Population size-related inputs on cell allocation to the axis

Our experiments show that smaller grafts of older progenitor populations to PS stage embryos do not remain as a single mass but instead show substantial mixing with host tissue, like homochronic grafts. The observation of graft size influencing outcome resembles previous findings that grafts of neural tissue have different outcomes dependent upon graft size (Couly et al., 1998; Guthrie et al., 1992; Trainor and Krumlauf, 2000). A common differential outcome is the maintenance of donor gene expression in larger grafts but not in instances when donor cells are isolated or in smaller groups (Schilling et al., 2001; Trainor and Krumlauf, 2000). Interestingly, in our experiments, we observe maintenance of the donor *Hox* profile even when cells are not contacting any other donor cells, suggesting that *Hox* gene expression in this context may be truly cell intrinsic. Cell-intrinsic timers have been described in diverse contexts when individual cells are isolated from their developmental contexts, including the somitogenesis clock (Webb et al., 2016), the *Drosophila* neuroblast clock (Grosskortenhaus et al., 2005), and oligodendrocyte precursor cell (OPC) differentiation timing (Temple and Raff, 1986).

In addition to the maintenance of *Hox* gene expression, we also find that smaller heterochronic grafts are able to disperse more readily and contribute to more anterior regions of the body axis. How might graft size influence the timing of cell dispersion and axis contribution? The tendency of smaller HH8 grafts to disperse may be related to tissue properties such as stiffness differences between the HH4 and HH8 progenitor regions. This could make it difficult for HH8 cells to invade the HH4 tissue (and vice versa), leading to little mixing. It also might be possible that due to adhesion differences and differential affinity of HH4 and HH8 tissue for like tissue, that HH8 grafts may undergo some rearrangement (e.g. rounding up to contact other HH8 cells) that slows its dispersion and minimises mixing. Smaller grafts have a relatively large surface area in contact area with surrounding host tissue relative to their volume when compared with larger grafts. There may also be more loose edges of tissue in smaller grafts as a result of the additional tissue cutting involved, creating additional surface area. This may facilitate mixing of HH4 and HH8 cells in smaller heterochronic grafts, allowing HH8 cells to disperse with the surrounding host tissue.

### Both intrinsic and extrinsic cues influence timing of axial progenitor axis contribution

Together, our work has shown that heterochronic somitic progenitor grafts from older to younger embryos are delayed by remaining as a single group of cells rather than mixing with surrounding host tissue. This difference despite cells occupying the ventral compartment of the embryo and correlates with the intrinsic regulation of *Hox* gene expression, such that expression is robustly maintained upon grafting to the HH4 environment. We find that despite this maintenance HH8 cells can disperse if they are transplanted in relatively small groups, suggesting that *Hox* gene expression is not the only input timing cell contribution to the primary body axis. Indeed, our explant culture experiments show that size dependency of migration rates is not evident when cells are cultured in a similar environment, suggesting that the faster contribution of small cell grafts in vivo is due to differences in the ability of donor cells to interact with the host environment. This is likely to be related to differences in the initial distribution of laminin and/or the ability of cells to breakdown the dense structures observed in larger grafted populations (Figure 2G–H). Overall, our results are consistent with an emerging view of vertebrate developmental timing where inputs across length scales as well as a combination of intrinsic and extrinsic timer mechanisms give rise to a stereotyped order and timing of events in development (Busby and Steventon, 2021; Chinnaiya et al., 2014; Matsuda et al., 2020; Rayon et al., 2020; Pickering et al., 2018; Saiz-Lopez et al., 2015; Saiz-Lopez et al., 2017).

## Materials and methods

### Chicken husbandry

Bovans brown chicken eggs (Henry Stewart & Co., Norfolk) and GFP transgenic chicken eggs (Roslin Institute, Edinburgh) were stored upon arrival at 18°C until use, then incubated at 37°C in a humidified incubator to obtain embryos of an appropriate stage according to Hambuger and Hamilton, 1951.

#### Tissue fixation

Embryos were fixed for analysis by dissection in PBS (Sigma-Aldrich) and fixation in 4% PFA (Sigma-Aldrich) in PBST either overnight at 4°C or for 1 hr at room temperature (RT).

### Experimental embryology

#### Grafting

Homochronic and heterochronic grafts were performed with host embryos in New Culture (New, 1955). Donor GFP-expressing tissue pieces (McGrew et al., 2008) containing ~1000–1200 cells were dissected from the embryo in PBS, then transferred to the host embryo in new culture with a glass capillary tube. The graft was carefully positioned at the graft site under PBS (Sigma-Aldrich) immersion using an eyelash tool, and excess PBS removed, before re-incubation at 37°.

#### Floating explant culture

Explants of the HH8 MSP region were prepared as follows. Wild-type embryos were removed from the egg, washed in PBS, and the MSP region isolated using a micro-dissecting knife. Explants were cultured in Medium 199 (Gibco) in Millicell cell culture inserts (based on methods in Streit and Stern, 1999) for 24 hr, before collection for either fixation or RNA extraction.

#### Fibronectin (adhesive) explant culture

Glass-bottomed imaging dishes (Mattek) were coated with human fibronectin protein (1 mg/mL stock solution diluted 1:40 in PBS) by pipetting the solution onto the dish and incubation at 37°C for 1–3 hr. Fibronectin solution was removed, and the dish allowed to dry for 15 min at 37°C. Explants of the HH4 or HH8 MSP region were prepared as follows. Wild-type embryos were removed from the egg, washed in PBS, and the MSP region isolated using a micro-dissecting knife. Explants were placed on the fibronectin coated dish and oriented mesendoderm (ventral) side down using an eyelash tool and cultured in GMEM (Gibco) + 10% foetal bovine serum (FBS) + 1% Pen/Strep.

### Molecular biology

#### Hybridisation chain reaction (HCR)

RNA expression was visualised using third-generation HCR (Choi et al., 2018). Embryos were rehydrated through a descending methanol series, washed twice in PBST, then digested in Proteinase K (10 μg/mL) for 5–10 min at RT. Embryos were then incubated with 4% PFA in PBST for 20 min, washed twice in 5× SSCT for 10 min each, and then incubated in HCR hybridisation buffer (Molecular Instruments) for 30 min at 37°C. HCR probes (Molecular Instruments) were added to hybridisation buffer at 4 ρmol/mL, and embryos were allowed to incubate in this probe solution overnight at 37°C. The next day, embryos were washed four times for 15 min in HCR wash buffer (Molecular Instruments) at 37°C, then washed twice in 5× SSCT at RT for 10 min. Embryos were incubated in HCR amplification buffer (Molecular Instruments) for 5 min. Fluorescently labelled HCR hairpins (Molecular Instruments) were snap-cooled by incubation at 95°C for 90 s before cooling to RT in darkness. HCR hairpins were added to HCR amplification buffer at 60 ρmol/mL each, then embryos were incubated in this hairpin solution overnight at RT in darkness. Hairpin solution was removed, and embryos were washed in 5× SSCT for 10 min three times at RT. DAPI staining was performed by incubation of embryos in DAPI (1:1000) in 5× SSCT for 30 min at RT. Finally, DAPI solution was washed off by three 10 min washes in 5× SSCT at RT.

#### Immunohistochemistry

Embryos were blocked for 1 hr at RT in blocking buffer (2% normal goat serum [Sigma-Aldrich] in PBDT). Primary antibody (Laminin, Sigma L9393) was added to blocking buffer at 1:25 and embryos were incubated in antibody solution overnight at 4°C with agitation. The following day, embryos were washed six times for 20 min in PBDT at RT, before addition of secondary antibody (1:1000) and DAPI (1:1000) in blocking buffer overnight at 4°C. Unbound secondary antibody was removed by washing in PBDT six times for 20 min at RT.

#### Phalloidin staining

Fixed embryos were stained for F-actin using Alexa 568 conjugated phallodin (Thermo Fisher). Embryos were incubated in a 1:1000 dilution of phallodin in PBS for 1–3 hr at RT before washing in PBS.

#### RNA extractions

Tissue was dissected in cold PBS and transferred to 1 mL cold Trizol (Invitrogen), homogenised using a pestle, and allowed to incubate at RT for 5 min. Then, 200 μL chloroform was added and the mixture was incubated for 3 min at RT. Samples were centrifuged for 15 min at 4°C, and the upper aqueous phase was retained and transferred to a new tube. Then, 500 μL isopropanol was added to the aqueous phase, incubated for 10 min at RT, and centrifuged for 10 min at 4°C. The supernatant was discarded, and the pellet washed with 75% ethanol, before resuspension in RNase-free water and incubation at 55°C for 15 min.

#### RT-qPCR

RNA was reverse transcribed to cDNA using SuperScript III reverse transcriptase at 50°C for 60 min. RNA was removed by RNase H digestion for 20 min at 37°C. QPCR was performed using the QIAGEN Rotor-Gene Q machine, with SYBR Green Mastermix. Reactions were run in triplicate. Gene expression was quantified by standard curve analyses using serial dilution series of HH7 whole embryo cDNA. The threshold cycle (Ct) was calculated for each dilution in the series (using a threshold of 0.02) and used to produce a log dilution-Ct graph for each gene, allowing calculation of the relative concentration of transcript in each unknown sample. Primer sequences are available in Supplementary file 1d.

#### Single-cell RNA-sequencing

Samples were prepared for single-cell RNA sequencing as follows: tissue was dissected in cold PBS and washed thrice in cold PBS. PBS was replaced with dissociation solution (Trypsin + 0.05% EDTA, Gibco) and samples were incubated at 37°C for 15 min, with trituration every 5 min. The dissociation reaction was terminated by addition of 10% FBS. Samples were spun down at 4°C for 5 min and the supernatant discarded. Each cell pellet was resuspended in PBS + 0.25% BSA and passed through a 40 μm pluriStrainer cell strainer (pluriSelect). cDNA libraries were prepared using the 10X Genomics 3′mRNA-seq workflow (10X Genomics) and sequenced using a NovaSeq instrument (Illumina). Data was processed using CellRanger (10X Genomics) to align reads to a reference transcriptome (produced using the galGal6 genome assembly published by Genome Reference Consortium) and produce matrices of gene expression. Matrices were then passed into Seurat in R Satija et al., 2015 to perform clustering analyses and identify differential gene expression amongst clusters. Gene Ontology analysis was performed with the GeneCodis webtool (Carmona-Saez et al., 2007).

### Imaging

Live embryos were imaged on a fluorescent dissecting scope (Leica) in brightfield and GFP channels. Images were overlaid using GNU Image Manipulation Programme (GIMP) to produce the composite images presented in the article. Confocal imaging of fixed and stained embryos was performed using a Zeiss LSM 700. For confocal imaging, embryos were mounted in Vectashield between two coverslips separated by double-sided tape and sealed using clear nail polish. For the live imaging of adherent explants, a Nikon widefield scope was used with a heated chamber (37°C).

### Particle image velocimetry (PIV)

The velocity fields at the surface of the explants were computed by digital PIV using PIVLab vs2.56 for MATLAB with two passes of 64 × 64 pixels and 32 × 32 pixels with a 50% overlap. To reduce the noise and remove small fluctuations, each interrogation window was averaged with its 7 × 7 neighbourhood, and with the same location in the previous and following timepoint. Velocity vectors outside of the explant were eliminated using a mask generated using Trainable Weka Segmentation, a Fiji plugin that allows training of machine learning models for per-pixel classification (Schindelin et al., 2012). The pixel size for this data is 1.29 μm and the time step is 10 min.

## Data Availability

The single cell RNA-sequencing dataset generated in this work is available via the NCBI Gene ExpressionOmnibus (GEO) under the accession code GSE224169. The following dataset was generated: SteventonBen 2023Gene expression of dissected portions of the chicken embryo gastrula after homochronic and heterochronic grafts of somite progenitorsNCBI Gene Expression OmnibusGSE224169

# Supplementary material for: Intrinsic and extrinsic cues time somite progenitor contribution to the vertebrate primary body axis
**Source:** eLife. 2024 Jan 9;13:e90499. doi: 10.7554/eLife.90499
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods section in main manuscript text, line 754 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary file 1d |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Not done |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The single cell RNA-sequencing dataset generated in this work is available via the NCBI Gene Expression Omnibus (GEO) under the accession code GSE224169. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | X |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Cited articles |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Intrinsic and extrinsic cues time somite progenitor contribution to the vertebrate primary body axis
**Source:** eLife. 2024 Jan 9;13:e90499. doi: 10.7554/eLife.90499
**Supplement:** Supplementary file 1. — (a) Differential gene expression (clusters 0–13). Differential expression analysis was performed in Seurat to identify ‘markers’ of each cluster, that is, those genes whose expression differed significantly between a given cluster and the remainder of the dataset. For each cluster, the 10s genes with the most significant (smallest) adjusted p-value are provided in this table. (b) GO term analysis for cluster 6. GeneCodis was used to perform Gene Ontology analysis on the full list of differentially expressed genes in cluster 6 conserved across samples (i.e. genes differentially expressed in cluster 6 across all three samples). (c) Differential gene expression for HH8- and HH4-derived cells in clusters 6, 8, and 12. Pooled HH8- and HH4-derived cells in the central clusters of the UMAP plot were used to test for genes differentially expressed between these groups. Cell cycle-related genes were removed from the analysis. (d) Primer sequences for RT-qPCR.

*Supplementary File 1a*

*Supplementary File 1b*

| **GO Term** | **Annotation ID** | **Genes found** | **Input size** | **Term genes** | **Adjusted p-value** | **Relative enrichment** | **genes** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *cell adhesion* | *GO:0007155* | *21* | *233* | *181* | *0.000368* | *3.593697* | *CDH11, ADAM9, PODXL, EMB, CLDN3, PTK7, PRTG, BSG, SPON1, NCAM1, NRXN1, NFASC, EPHA4, ITGB1, FN1, CDH2, RHOB, PCDH19, APP, AXL, ZYX* |
| *somitogenesis* | *GO:0001756* | *7* | *233* | *27* | *0.010297* | *8.030361* | *POFUT1, ROR2, PTN, LFNG, EPHA4, WNT3A, MSGN1* |
| *positive regulation of astrocyte differentiation* | *GO:0048711* | *3* | *233* | *4* | *0.044944* | *23.230687* | *BIN1, NOTCH1, SERPINE2* |
| *axon guidance* | *GO:0007411* | *10* | *233* | *76* | *0.044944* | *4.075559* | *B3GNT2, EMB, PRTG, BSG, OTX2, NFASC, EPHA4, NOTCH1, EPHA5, WNT3A* |
| *regulation of Notch signaling pathway* | *GO:0008593* | *4* | *233* | *10* | *0.046009* | *12.389699* | *POFUT1, LFNG, ADAM10, NOTCH1* |
| *regulation of axonogenesis* | *GO:0050770* | *4* | *233* | *11* | *0.058729* | *11.263363* | *SIPA1L1, EPHA4, CDH2, WNT3A* |
| *homophilic cell adhesion via plasma membrane adhesion molecules* | *GO:0007156* | *7* | *233* | *50* | *0.089415* | *4.336395* | *CDH11, PRTG, BSG, NCAM1, NFASC, CDH2, PCDH19* |
| *neuroligin clustering involved in postsynaptic membrane assembly* | *GO:0097118* | *2* | *233* | *2* | *0.089415* | *30.974249* | *NRXN1, CDH2* |
| *trigeminal ganglion structural organization* | *GO:0061563* | *2* | *233* | *2* | *0.089415* | *30.974249* | *SLIT1, CDH2* |
| *axis elongation involved in somitogenesis* | *GO:0090245* | *2* | *233* | *2* | *0.089415* | *30.974249* | *FN1, WNT3A* |

*Supplementary File 1c*

| **Gene** | **Log_2_FC HH4** | **Log_2_FC HH8** | **Adjusted p-value** |
| --- | --- | --- | --- |
| *HOXA7* | -4.56075396166316 | 4.56075396166316 | 7.74022587793996E-91 |
| *HOXB8* | -3.63126237573027 | 3.63126237573027 | 9.49944840703166E-91 |
| *MSX1* | -2.76035512958332 | 2.76035512958332 | 4.08265956222547E-78 |
| *CDX4* | -2.57421401161646 | 2.57421401161646 | 2.22292436776557E-75 |
| *FABP7* | -2.76363763027707 | 2.76363763027707 | 6.3404508832246E-69 |
| *FOXD3* | 1.51917404659086 | -1.51917404659086 | 7.04713825386027E-68 |
| *LDHB* | -1.27359191292784 | 1.27359191292784 | 2.63780145221445E-65 |
| *ID1* | -2.19062193003862 | 2.19062193003862 | 2.12348335957229E-64 |
| *WNT5A* | -1.75776508823501 | 1.75776508823501 | 1.55421818551336E-58 |
| *CHRD* | 2.70498887054941 | -2.70498887054941 | 6.50943821365007E-56 |
| *OAT* | -1.34951897680759 | 1.34951897680759 | 3.94106900443992E-51 |
| *LIN28A* | -1.37655334224822 | 1.37655334224822 | 8.14061416764603E-51 |
| *APCDD1* | -0.961433388217504 | 0.961433388217504 | 7.04547923207708E-49 |
| *ATP2B1* | -1.37968001741039 | 1.37968001741039 | 1.01763116962531E-47 |
| *MSX2* | -1.69993275312845 | 1.69993275312845 | 2.74151315923146E-46 |
| *HOXA4* | -1.33029719732012 | 1.33029719732012 | 3.3965748787443E-46 |
| *PRTG* | -1.319886716506 | 1.319886716506 | 2.5267805529959E-45 |
| *HOXA6* | -1.22752725777529 | 1.22752725777529 | 9.3010822596714E-42 |
| *eGFP* | -1.23150144669165 | 1.23150144669165 | 9.35961690536248E-42 |
| *YBX1* | -0.578258359335501 | 0.578258359335501 | 1.34213790988968E-41 |
| *FGF19* | -1.4207965986741 | 1.4207965986741 | 1.9127270213518E-40 |
| *EOMES* | 1.68506260682122 | -1.68506260682122 | 2.42215934533388E-39 |
| *AGRP* | 2.51538286230997 | -2.51538286230997 | 7.71380227137366E-39 |
| *TFDP2* | -1.10531603697908 | 1.10531603697908 | 3.88310406075555E-38 |
| *HOXA5* | -1.19605001732345 | 1.19605001732345 | 1.62788261219325E-37 |

*Supplementary File 1d*

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *ACTB* | CAGGTCATCACCATTGGCAAT | GCATACAGATCCTTACGGATATCCA |
| *Hoxa1* | CCTACAACCATGCCCTGTCT | CTTGGTGGTGAAGTTGGTCC |
| *Hoxa2* | AGGCAAGTGAAGGTCTGGTT | GGTCCTCCGAGCCCTTAAAT |
| *Hoxa3* | GCGCTTCCTGAATTCTTCCC | GCGCTTCCTGAATTCTTCCC |
| *Hoxa6* | CTTACACCCGCTACCAAACG | CGGGCTGGGTGGAATTTATG |
| *Hoxb1* | TCGATAGCCTCACGTCTTGG | TCTGGTGGTAAAGGGTAGCA |

How the deposited data were processed for this re-analysis (not part of the article)

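Single-cell RNA-sequencing data were analysed from grafts of HH4 tissue into HH4 hosts at 0 hr and 3 hr and of HH8 tissue into HH4 hosts at 0 hr and 3 hr, with donor tissue expressing eGFP. The authors made the deposited UMI counts per gene and cell barcode with CellRanger from 10x Genomics 3′ libraries aligned to a chicken reference, and the deposited values are counts without normalisation. Barcodes had been called as cells before deposition, and each had at least 500 UMIs. The paper gives 10 pooled grafts per condition, and the sample labels give 5 to 10. The depth per library ranged from a median of 981 UMIs per barcode in HH8-HH4 3 hr to 38081 in HH4-HH4 3 hr.

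The 2 replicates of HH4-HH4 0 hr shared 2755 barcodes and were treated as 1 library. Replicate 1 was used only for barcodes and totals, since its genes carry identifiers without names and its GFP count was 0. With 1 library per condition, the planned tests of donor against host cells with replicates were not run, and no p-values are given. Cells with at least 200 genes were kept. No mitochondrially encoded gene was among the features, so the planned filter on mitochondrial share was not applied. Doublets were called with Scrublet in scanpy 1.11.5, at an expected rate of 6%, and were kept in the main analysis.

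HH4-HH4 0 hr, HH8-HH4 0 hr and HH8-HH4 3 hr were clustered together in Seurat 5.3.0 (R 4.3.3), with 2000 variable features, CCA anchor integration, 30 principal components and Louvain clustering at resolution 0.8. A gene had to be present in at least 3 cells. eGFP, HOX and CDX genes were left out of the features. The plan named 4 libraries for this step, of which 3 remained after the replicates were found to share barcodes. HH4-HH4 3 hr was clustered alone. The partition depended on the random seed and on the build of the linear algebra library used, under which clusters of low depth were either joined or split. One build was fixed before its own results were seen. Those of the default build, which splits the counterparts of clusters 6 and 8, had been seen by then. Counterparts of the paper's clusters were the re-derived clusters with the highest mean log2 ratio over 10 genes per cluster from Supplementary file 1a, in the paper's direction. This rule was chosen after the clusters had been seen, when counting genes in the paper's direction had already been tried. Cell types were named from marker lists fixed in advance. Clusters 1, 3 and 9 are the counterparts of the paper's clusters 0, 4 and 7, and clusters 5 and 12 those of its clusters 6, 8 and 12.

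A donor cell had at least 1 eGFP UMI. Levels are UMIs summed over a group of cells and scaled to 1000000 (CPM). Log2 ratios used 1 CPM added to both values, except those of the named genes, the correlations and their alternatives, where 10 CPM were added. Named genes are the 5 with the largest rise and the 5 with the largest fall in each comparison among genes with at least 100 UMIs, and every gene named by the paper at a claim. The plan also asked for the same direction against each HH4-HH4 0 hr replicate, which was not applied since the replicates are 1 library. HSP90B1 and HSPA5 were chosen after their values were seen, as were the groups of donor cells to which some of the levels were limited. Shares have Clopper-Pearson intervals and levels exact Poisson intervals, at 95%. Depth was equalised by drawing 1000 UMIs, or 500, from each cell. For correlations of summed cells, each sum was thinned to the UMIs of the smallest and genes with at least 10 UMIs were used. Cell cycle phases came from Seurat's scoring with its own gene lists, and cell cycle genes were not regressed, whereas the paper did so for its comparison of HH8 and HH4 donor cells. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The limits of 1000 and 5000 UMIs that define depth classes, the limit of 500 CPM for cells high in HINTW and the intermediate range of 200 to 2000 CPM were chosen after the data had been looked at. The same holds for the shares of cells (10%, and 5% to 95%) used in the tests of HINTW. Genes that differed 2-fold between cells high and low in HINTW were counted among those with at least 100 UMIs, with 10 CPM added and groups of cells of equal sizes in each comparison.

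The log2 ratios of summed cells were tested on simulated data, in which 200 genes were changed. All 200 had the right direction in both comparisons. The counting interval held the true value for 96.0% of them in HH8-HH4 3 hr against HH4-HH4 0 hr donors and for 95.0% in HH8-HH4 0 hr against HH4-HH4 0 hr donors. These simulations hold no variation between embryos or libraries. On the scale of Supplementary file 1c, values were compared with the paper's using 1.96 SD over resampled cells, which understates the error since cells are not replicates. This limit was chosen after the values had been seen, in place of a looser one of 1.5-fold. Counts read from figures were taken as different at more than 1.5-fold. The alternatives tried were the eGFP limit, the filters on genes, UMIs and doublets, the resolution, integration, features, principal components and seed, the added constant, the minimum UMIs per gene, and thinning.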

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

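All tests in this part were chosen after the result was seen, while the prediction for the number of other genes that part HINTW-high from HINTW-low cells was written before that number was known.

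The 2 replicates of HH4-HH4 0 hr shared 2755 barcodes, whereas any other pair of libraries shared at most 2. The paper does not report on the second replicate, and the series description gives it as a separate collection. The log2 UMIs of the shared barcodes correlated with r = 0.984, and the median ratio of their UMIs was 0.631. A candidate explanation is that both are 1 library counted against 2 gene lists, since unrelated libraries would give unrelated depths per barcode. The design gives no biological explanation, and none was tested. The description of a separate collection conflicts with this reading, and whether the files of 1 collection stand in for those of the other was not tested. For the analyses here, no condition had a replicate.

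HOXB8 had 1067 UMIs in HH4-HH4 3 hr (80.7 CPM), a sample with no HH8 tissue, against 8 UMIs in HH4-HH4 0 hr (0.196 CPM). The paper does not report HOXB8 in this sample. Cells or free RNA of HH8 tissue would bring HOXA7 with them, which in HH8 donor cells amounted to 209% of HOXB8 UMIs at 0 hr and 179% at 3 hr. In HH4-HH4 3 hr, HOXA7 amounted to 2.62% of HOXB8 UMIs (28 UMIs), which argues against that source. Host cells were not below donor cells, with 92.3 CPM in eGFP-negative and 62.8 CPM in eGFP-positive cells. HOXB1 and CDX4 were also higher, at 641.5 and 479 CPM against 181 and 45.7 CPM at 0 hr. A rise of HOXB8 with time in the embryo is a candidate explanation, but time alone should then act on HH4 host cells of HH8-HH4 3 hr too. These had HOXB8 at 24.5, HOXB1 at 199 and CDX4 at 31.3 CPM, where free RNA of HH8 tissue may add to HOXB8 and CDX4. Host cells of HH4-HH4 3 hr had 92.3, 715 and 526 CPM, and those of HH4-HH4 0 hr 0.262, 189 and 48.9 CPM. The rise was thus not seen alike in both 3 hr libraries. Each time point is 1 library, so a difference between libraries stays open.

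Among eGFP-positive cells of HH4-HH4 0 hr with at least 5000 UMIs, 55.4% had over 500 CPM of HINTW, a W-linked gene that the paper does not discuss, against 19.0% of eGFP-negative cells. In HH4-HH4 3 hr the shares were 61.1% and 48.0%. A candidate explanation is that donors and hosts pooled embryos of both sexes in different shares, in which case cells would be either high or low in HINTW. An intermediate level (200 to 2000 CPM) was seen in 7.70% of cells of HH4-HH4 0 hr and 0.755% of HH4-HH4 3 hr, where 52.5% were high. At least 10% of cells were above and 10% below this range for 5 other genes in HH4-HH4 0 hr and 6 in HH4-HH4 3 hr, of which the lowest intermediate shares were 21.7% and 15.5%. When cells were clustered without HINTW, however, high cells made up between 5% and 95% in only 6 of the 10 clusters of HH4-HH4 0 hr, with a range from 0.997% to 97.2%. A level set by the cell type of each cluster is argued against by clusters that held both classes, such as one with 39.9% (34.4 to 45.7) of 303 cells high. In that cluster, high and low cells differed 2-fold in 19 other genes. This was fewer than the 34 by which its cells differed from those of the nearest of 6 other clusters, but no random split of its cells gave any. In 4 more clusters with at least 20 cells of each class the number was 11 to 56, above the highest of 20 random splits (1 to 24) in each, and in the 3 of them that could be compared with another cluster it was below the fewest genes found there (11 against 27, 28 against 40 and 56 against 66). Embryos of different sex that gave cells in different shares, and cell types finer than these clusters that differ in HINTW, cannot be told apart on these values. Among cells of HH8-HH4 0 hr with at least 3 eGFP UMIs, 2.22% were high in HINTW, against 44.8% of eGFP-negative cells. HH8 donors mostly of 1 sex and a low HINTW level at HH8 cannot be told apart either, since the sex of the embryos is not given.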

How the results depend on the processing

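The choices and alternatives below were set before the data were examined, except the tests with a minimum of 2000 UMIs, with random seeds 1 and 2, without HINTW among the features and with counterparts chosen by number of genes, which were chosen after the result was seen. The rule for counterparts by highest mean log2 ratio, on which each value for a counterpart rests, was also chosen after the clusters had been seen. The build of the linear algebra library was fixed after the results of another build had been seen.

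The count of Supplementary file 1c genes in the paper's direction was 24 at 0 hr under each alternative run for it, and 24 at 3 hr except with donor cells of the counterparts of clusters 6, 8 and 12 only (22). SNAI2 in the counterparts of clusters 6, 8 and 12 against the other clusters stayed below 0 in both 0 hr libraries. In HH8-HH4 3 hr its log2 ratio of 0.28 reversed to -0.10 in cells with at least 1000 genes, to -0.24 in cells with at least 2000 UMIs and to -0.68 without integration. The cause was not tested for this or for the values below, except that filters on depth and thinning remove cells or UMIs by construction.

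With at least 2 eGFP UMIs for a donor cell, the eGFP-positive shares were 26.9% (HH4-HH4 0 hr), 25.2% (HH4-HH4 3 hr), 51.5% (HH8-HH4 0 hr) and 16.1% (HH8-HH4 3 hr). The share of eGFP-positive cells of HH8-HH4 3 hr in the counterparts of clusters 6, 8 and 12, and in that of cluster 6, was 20.4%. In the counterparts of clusters 0, 4 and 7 it was 94.0% at 0 hr and 69.1% at 3 hr. HOXA7 was at 2414 and 1652 CPM and HOXB8 at 1155 and 918 CPM. The correlations of donor and host cells were 0.992, 0.956 and 0.969 (HH4-HH4 0 hr, HH8-HH4 0 hr and 3 hr).

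In cells with at least 1000 genes, the eGFP-positive share of HH8-HH4 3 hr was 42.9%. The counterparts of clusters 6, 8 and 12 held 0.859% of eGFP-positive cells at 0 hr and 4.07% at 3 hr, and 6.11% of eGFP-negative cells at 3 hr. The counterpart of cluster 6 held 1.74% and those of clusters 0, 4 and 7 held 61.6% at 3 hr. In this setting, clusters 6 and 12 had the same counterpart, and in it no adhesion gene (0 of 21) was higher in any library, and the correlation at 3 hr was 0.983. In cells with at least 2000 UMIs, the corresponding values for HH8-HH4 3 hr were 43.3%, 5.08%, 6.03%, 3.39%, 62.1% and 0.983.

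With each cell thinned to 1000 UMIs, the eGFP-positive shares were 20.6%, 19.4%, 35.7% and 20.8%, HOXA7 was at 2167 and 1242 CPM, and HOXB8 at 3 hr at 663 CPM. At 500 UMIs they were 14.6%, 13.0%, 22.7% and 17.0%, 2281 and 1201 CPM, and 737 CPM, and the G2M shares were 28.5%, 25.1% and 27.3%. With all UMIs, the G2M shares at 0 hr were 37.8% (HH4 donors) and 39.4% (HH8 donors). Depth thus limits each share of cells with a UMI in HH8-HH4 3 hr.

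Without integration, the counterparts of clusters 6, 8 and 12 held 0.133% of eGFP-positive cells of HH8-HH4 0 hr and 15.7% of those at 3 hr, and 9.85% of eGFP-negative cells at 3 hr. The counterpart of cluster 6 held 13.3%, and those of clusters 0, 4 and 7 held 89.8% at 0 hr and 29.7% at 3 hr. At resolution 1.2 the latter held 75.7% and 30.7%, the counterpart of cluster 6 held 35.2%, and 10 adhesion genes were higher in HH4-HH4 0 hr and 1 in HH8-HH4 3 hr. Resolution 0.4 gave 9 clusters. With 15 principal components, 50.0% and 22.2% lay in the counterparts of clusters 0, 4 and 7 and 35.5% in that of cluster 6, which held 34.5% with all genes among the features. Without called doublets, 89.8% of eGFP-positive cells at 0 hr lay in the counterparts of clusters 0, 4 and 7, HOXA7 was at 2286 and HOXB8 at 1096 CPM at 0 hr, and the correlation at 0 hr in HH8-HH4 was 0.963.

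Clusters 6 and 12 also shared a counterpart with at least 2000 UMIs, with 15 principal components and without HINTW, and clusters 6 and 8, which share one in the partition used in the text, also did at resolution 0.4 and without integration, so the shares under these settings cover different cells. Clusters 0 and 4 shared a counterpart with 15 principal components and at resolution 0.4, so the 50.0% and 22.2% above cover 2 clusters instead of 3. The counterpart of cluster 6 held 36.2% of eGFP-positive cells at 3 hr with either seed, 35.2% without HINTW among the features and 0% when chosen by number of genes. Adhesion genes higher in it were 11 in HH4-HH4 0 hr and 0 in HH8-HH4 3 hr with seed 1, and 0 in the latter with seed 2. Without HINTW, the counterparts of clusters 6, 8 and 12 held 0.742% of eGFP-positive cells of HH4-HH4 0 hr and 0.266% of HH8-HH4 0 hr.

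The correlations were 0.993, 0.955 and 0.980 for genes with at least 50 UMIs, 0.990, 0.951 and 0.975 with 1 CPM added, and 0.996, 0.971 and 0.988 without HOX, CDX and eGFP genes. The order of the 3 was the same under each of these.

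No paired analysis was possible because each condition is 1 pool of grafts. The planned tests of genes between donor and host cells of HH4-HH4 0 hr, with their alternatives (no replicate block, DESeq2, no filter, 2 eGFP UMIs, 1000 genes, doublets left out, cells thinned before summing), and the fits without each HH4-HH4 0 hr replicate were not run, since the replicates share their barcodes. Filters on mitochondrial share were not run, for want of mitochondrial genes. Keeping all deposited barcodes removed no cell and changed no value.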

Differences from the paper's values

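Of HH4-HH4 3 hr, 301 cells were found here, against about 55 points in the paper's Figure 2—figure supplement 2, read by eye, and no alternative was run for this count. In the counterparts of clusters 6, 8 and 12, 35 eGFP-positive cells of HH4 donors were found, against the paper's about 170 in Figure 3—figure supplement 1D–E, read by eye. By phase they were 9 in G1, 16 in S and 10 in G2M, against the paper's about 28, about 60 and about 80 in Figure 3—figure supplement 1D–E, read by eye. For these 4 counts, none of the alternatives set before the data were examined closed the gap. Of HH8 donor cells there, 70 were in G1 and 48 in G2M, against the paper's about 22 and about 98 in Figure 3—figure supplement 1D–E, read by eye. Merging without integration gave 23 in G1 and so closed that gap, but it gave 17 in G2M, and for G2M none of the alternatives set before the data were examined closed the gap.

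The paper's log2 fold changes of HH8 against HH4 donor cells in Supplementary file 1c are over cells of clusters 6, 8 and 12, in an analysis for which the paper regressed cell cycle genes. The values here are over donor cells of all clusters and without regression, so the comparison is not like for like. At least 2 eGFP UMIs for a donor cell closed the gap for HOXA7 (4.43 here, 4.56 in the paper, 4.57 with this alternative), HOXB8 (3.51, the paper's 3.63, and 3.63), CHRD (-2.14, the paper's -2.70, and -2.68), HOXA6 (1.14, the paper's 1.23, and 1.24), HOXA5 (1.11, the paper's 1.20, and 1.18) and ATP2B1 (1.27, the paper's 1.38, and 1.35). With this alternative 19 of 25 genes differed from the paper, as many as without it, because ID1, LIN28A, MSX2, HOXA4, PRTG and EOMES then differed too. Donor cells of the counterparts of clusters 6, 8 and 12 only, the paper's choice of cells, which left 35 HH4 cells and so a wide error, came within it for CDX4 (2.92 here, 2.57 in the paper, 2.36 with this alternative), FOXD3 (-1.20, the paper's -1.52, and -1.36), WNT5A (2.16, the paper's 1.76, and 1.56), APCDD1 (1.72, the paper's 0.96, and 1.21), FGF19 (1.72, the paper's 1.42, and 1.37), AGRP (-2.22, the paper's -2.52, and -1.82) and TFDP2 (0.70, the paper's 1.11, and 0.95), and also for ATP2B1 (1.26). With this alternative 13 of 25 genes differed, among them MSX2 and EOMES, which did not differ over all clusters. It moved HOXA7 (3.70), HOXB8 (3.08), CHRD (-0.89), HOXA6 (0.57) and HOXA5 (0.81) further from the paper's values. Of the 25 genes, 22 then had a smaller change than in the paper, against 16 over all clusters. For MSX1 (2.29 here, 2.76 in the paper), FABP7 (2.54, the paper's 2.76), LDHB (1.15, the paper's 1.27), OAT (1.18, the paper's 1.35), YBX1 (0.36, the paper's 0.58) and eGFP (-0.059, the paper's 1.23), none of the alternatives set before the data were examined closed the gap. The error used was that of resampled cells, which are not replicates.

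The paper names FABP5 and RAC1 for cluster 8. In HH8-HH4 3 hr they were not higher in its counterpart, at 134 against 158 CPM and 136 against 141 CPM in the other clusters, with overlapping counting intervals. With random seed 1, chosen after seeing the values, the counterpart of cluster 8 was split from that of cluster 6 and had 6 and 5 UMIs of these genes (74.3 and 61.9 CPM). LFNG, PRTG, CDH2 and ACVR2B, which the paper names for cluster 12, were lower in its counterpart than in the other clusters in HH4-HH4 0 hr (23.3 against 314 CPM, 75.7 against 390, 166 against 829 and 40.8 against 318).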

Other observations

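The tests of depth per cell, of summed eGFP in host clusters and of time were planned, while the minimum of 2000 UMIs and the groups of donor cells in the test of time, and the tests of the odds of eGFP and HOX UMIs, of the profile of shallow barcodes and of host-cluster cells by number of eGFP UMIs were chosen after the result was seen.

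In HH8-HH4 3 hr, the clusters that match clusters 6, 8 and 12 of the paper had a median depth that was 2.74% of that in the other clusters. When 198 deeper cells of the library were thinned to that depth, 82.3% clustered with the shallow barcodes, against 0% of 199 left as deposited. Low depth may therefore be enough to place most cells of this library with the shallow barcodes. The share was not split by cell type, and the counterpart of cluster 12, which held 0 cells of this library, was not covered. The thinning does not show that no cell of the state described by the paper is present. With at least 1000 genes, 4.07% of eGFP-positive cells still lay in the counterparts of clusters 6, 8 and 12.

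Some of the shallow barcodes may be droplets that hold free RNA of the suspension rather than cells. In barcodes under 1000 UMIs, the odds ratio between an eGFP UMI and a HOXA7 or HOXB8 UMI was 1.59 (1.00 to 2.53), against 12.6 (6.37 to 25.3) in deeper cells thinned to the same depth, so eGFP marked HOX-expressing barcodes less well among the shallow ones. HOXA7 and HOXB8 together were at 937.5 CPM in shallow eGFP-negative barcodes and at 533 CPM in deeper eGFP-negative cells thinned alike. The summed shallow barcodes correlated with the summed deeper cells with r = 0.978, above each single cluster (0.944 to 0.972) when a cluster's own cells were left out of the sum. In a first form of this test, with a cluster's own cells included, cluster 0 reached 0.981 and the test did not separate them. A mix of shallow cells of several types would also give such a profile, so broken or poorly sampled cells stay open. Damaged cells were not tested, since no mitochondrial gene was among the features. A difference in cell handling between the libraries is confounded with time.

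HH8 donor cells may have come to resemble the host with time, as the paper concludes. In cells with at least 2000 UMIs, donor cells with at least 3 eGFP UMIs and host cells correlated with r = 0.959 at 3 hr and 0.953 at 0 hr. For donor cells in the counterparts of clusters 0, 4 and 7 the values were 0.948 and 0.946, and for all eGFP-positive cells 0.983 and 0.965, where free eGFP RNA would raise the value. Across libraries, donor cells at 3 hr and host cells at 0 hr correlated with r = 0.9565, 0.9466 and 0.9773 in the same order. Donor cells at 0 hr and host cells at 3 hr gave 0.9418, 0.935 and 0.9546. The former were not below the values within the 0 hr library, though close to them in the counterparts of clusters 0, 4 and 7. A change with time and a difference between the 2 libraries still cannot be told apart, because each time point is 1 library.

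In HH8-HH4 0 hr, summed eGFP in clusters with the host profile was 3.53% of its level in the clusters of HH8 tissue, near HOXA7 (3.65%), HOXB8 (3.57%) and HOXA6 (3.685%). MSX2 was at 3.02% (2.57 to 3.52), and HOXA4 (6.12%, 5.28 to 7.05) and HOXA5 (4.67%, 3.86 to 5.59) were above the interval of eGFP (3.29 to 3.79), and the reason for this spread was not tested. Free RNA, donor cells within these clusters and doublets cannot be told apart from the summed level, since each would bring eGFP and HOX UMIs together. At 3 hr the level of eGFP was 3.70% (3.30 to 4.13) and that of HOXA7 and HOXB8 1.90% each (1.68 to 2.15 and 1.60 to 2.24), so eGFP was above both there. It was also above MSX2 (0.851%, 0.276 to 1.99). The intervals of HOXA6 (3.29%, 2.15 to 4.82), HOXA4 (4.76%, 3.59 to 6.20) and HOXA5 (2.67%, 1.58 to 4.22) overlapped that of eGFP. The reason for this spread was not tested either. At 0 hr, the number of eGFP UMIs parts free RNA from donor cells and doublets. Of the cells with 1 eGFP UMI, 29.5% had a HOXA7 or HOXB8 UMI, close to the 26.1% of cells without eGFP, so free eGFP RNA may account for most of them. Of the 75 cells with at least 3 eGFP UMIs, 97.3% also had at least 3 HOXA7 or HOXB8 UMIs, against 0.651% of cells without eGFP, which argues against free RNA as the source in these cells and leaves donor cells and doublets open.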
